# Endoplasmic reticulum stress response in an INS-1 pancreatic β-cell line with inducible expression of a folding-deficient proinsulin

**DOI:** 10.1186/1471-2121-11-59

**Published:** 2010-07-26

**Authors:** Taila Hartley, Madura Siva, Elida Lai, Tracy Teodoro, Liling Zhang, Allen Volchuk

## Abstract

**Background:**

Cells respond to endoplasmic reticulum stress (ER) stress by activating the unfolded protein response. To study the ER stress response in pancreatic β-cells we developed a model system that allows for pathophysiological ER stress based on the Akita mouse. This mouse strain expresses a mutant insulin 2 gene (C96Y), which prevents normal proinsulin folding causing ER stress and eventual β-cell apoptosis. A double-stable pancreatic β-cell line (pTet-ON INS-1) with inducible expression of insulin 2 (C96Y) fused to EGFP was generated to study the ER stress response.

**Results:**

Expression of Ins 2 (C96Y)-EGFP resulted in activation of the ER stress pathways (PERK, IRE1 and ATF6) and caused dilation of the ER. To identify gene expression changes resulting from mutant insulin expression we performed microarray expression profiling and real time PCR experiments. We observed an induction of various ER chaperone, co-chaperone and ER-associated degradation genes after 24 h and an increase in pro-apoptotic genes (*Chop *and *Trib3*) following 48 h of mutant insulin expression. The latter changes occurred at a time when general apoptosis was detected in the cell population, although the relative amount of cell death was low. Inhibiting the proteasome or depleting Herp protein expression increased mutant insulin levels and enhanced cell apoptosis, indicating that ER-associated degradation is maintaining cell survival.

**Conclusions:**

The inducible mutant insulin expressing cell model has allowed for the identification of the ER stress response in β-cells and the repertoire of genes/proteins induced is unique to this cell type. ER-associated degradation is essential in maintaining cell survival in cells expressing mutant insulin. This cell model will be useful for the molecular characterization of ER stress-induced genes.

## Background

An increase in post-prandial blood glucose stimulates pancreatic β-cells to secrete insulin, which mediates glucose disposal into tissues such as muscle and fat. Glucose also acutely stimulates insulin translation, which replenishes the β-cell granules that have been depleted during secretion [1]. The effect of glucose on translation increases the protein folding load in the endoplasmic reticulum (ER) of the β-cell, which may transiently induce ER stress, a condition in which the folding capacity of the ER is insufficient for the level of newly synthesized secretory proteins and results in the accumulation of misfolded proteins. Such conditions are sensed by ER localized stress sensors that mediate the unfolded protein response (UPR) [2]. This results in a transient reduction in translation efficiency to reduce secretory protein load and induces chaperone capacity and ER-associated degradation (ERAD). ER stress is likely a physiological situation the β-cell transiently experiences following feeding.

ER stress is also a feature of pathological conditions associated with obesity and diabetes. Excess nutrients (free fatty acids, glucose), amyloid deposits and inflammatory cytokines have all been shown to induce ER stress in pancreatic β-cells [3]. These conditions induce the UPR pathways that attempt to counteract ER stress. However, chronic ER stress can lead to apoptosis induction [4], particularly in cell types with high secretory capacity such as the β-cell. This is evident from the fact that perturbation of the UPR signaling pathways *in vivo *leads to pancreatic β-cell death in animal models [5-7] and humans [8] and mutations in the insulin molecule in Akita mice results in ER stress-induced β-cell apoptosis [9,10]. In addition, it has been hypothesized that chronic conditions associated with obesity over time may lead to chronic ER stress-induced β-cell death and depletion of β-cell mass that results in type 2 diabetes [11].

Thus, understanding how pancreatic β-cells deal with, and respond to ER stress, is vital for understanding β-cell biology under physiological and pathological conditions. A detailed temporal analysis of the ER stress response in β-cells has not been conducted. In addition the molecular mechanism of ER stress-induced apoptosis is still, for the most part, unclear. As mentioned, expression of folding-deficient proinsulin in the Akita mouse leads to pancreatic β-cell death as a result of ER stress and apoptosis [9]. Thus, the Akita mouse provides a model of β-cell dysfunction resulting from ER stress and affords a system to study the ER stress response independently of using commonly used toxins such as thapsigargin or tunicamycin.

To study the ER stress response in pancreatic β-cells we developed a pancreatic β-cell culture system based on the Akita mouse. Inducible expression of mutant insulin 2 (C96Y) fused to EGFP [Ins2 (C96Y)-EGFP] caused ER stress and apoptosis. In this study we examined the temporal gene expression response resulting from induction of Ins2 (C96Y)-EGFP expression in INS-1 β-cells and the role of ERAD in mediating cell survival.

## Methods

### Cloning of the pTRE-Tight Insulin 2 (C96Y)-EGFP construct

Full-length wild-type mouse insulin 2 cDNA was amplified by PCR from pIns2 (WT)-EGFP, a fusion construct obtained from Dr. Seiichi Oyadomari (New York University School of Medicine) [12]. The PCR fragment was cloned into pCRII-TOPO vector (Invitrogen). Using the QuikChange II XL Site-Directed Mutagenesis kit (Stratagene), a C96Y mutation was introduced into the insulin 2 cDNA. The mutation was confirmed by DNA sequencing. Ins2 (C96Y) was cloned into the pEGFP-N1 vector (BD Biosciences), the stop codon was removed and the resulting fusion construct pIns2 (C96Y)-EGFP was cloned into the NheI/NotI site of a pTRE-Tight vector (Clontech).

### Generation of an inducible Insulin 2 (C96Y)-EGFP expressing INS-1 β-cell line

Initially a stable pTet-ON INS-1 clone was generated by transfecting INS-1 cells (obtained from Dr. Claes Wollheim, University of Geneva) [13] with the pTet-ON plasmid and stable clones were selected following the protocol provided (Clontech). Several clones were isolated and tested by transient transfection using a luciferase reporter assay and the clone with the lowest basal expression and highest doxycyline induction (INS1 pTet-ON #46) was used for generation of the double stable cell line.

Double-stable Ins2 (C96Y)-EGFP expressing cells were generated by co-transfection with a hygromycin resistance plasmid and the pTRE -Ins2 (C96Y)-EGFP plasmid into pTet-ON INS-1 #46 cells and selection by addition of antibiotics: 200 μg/ml geneticin and 50 μg/ml hygromycin B (Invitrogen). Individual clones were isolated and tested for Ins2 (C96Y)-EGFP expression by western blotting and immunofluorescence before and after induction with doxycycline (2 μg/ml) for 24 h. A positive clone was identified and fluorescence-activated cell sorting was used to isolate the highest 20% of EGFP-positive cells in this clonal population after induction with doxycycline for 48 h. The cells were expanded in media without doxycycline and referred to as clone #4S2.

Clone #4S2 cells were maintained in RPMI 1640 (11.1 mM glucose, 1 mM sodium pyruvate, 10 mM HEPES) supplemented with 10% fetal bovine serum, 2 mM L-glutamine, 55 μM β-mercaptoethanol with antibiotics (100 units/ml penicillin and 100 μg/ml streptomycin) and selection drugs (200 μg/ml G418 and 50 μg/ml hygromycin).

### Cell lysis and western blot analysis

Cells were washed in PBS and lysed in ice-cold lysis buffer (1% Triton X-100, 20 mM HEPES, pH 7.4, 100 mM KCl, 2 mM EDTA, 1 mM PMSF, 10 μg/ml leupeptin, and 10 μg/ml aprotinin, 10 mM NaF, 2 mM Na_3_VO_4_, and 10 nM okadaic acid) for 15-20 min on ice. Lysates were centrifuged at 13,000 rpm for 10 min at 4°C and the protein concentration in the supernatant was determined using the BCA protein assay (Pierce). Equal amounts of protein were resolved by SDS-PAGE and immunoblotted as described previously [14]. For detection of insulin and cleaved caspase-3 by immunoblotting, the samples were resolved using 4-12% NuPAGE gels (Invitrogen). The following primary antibodies were used: Phospho-eIF2α (Cell Signaling, #9721), GADD153/CHOP (Santa Cruz, sc-575), KDEL (StressGen, SPA-827), insulin (Santa Cruz, sc-9168), insulin (Dako, A0564), γ-tubulin (Sigma, T6557), polyclonal anti-GFP (obtained from Dr. James E. Rothman, Yale University), monoclonal anti-GFP (Clontech, 632381), cleaved caspase 3 (Cell Signaling, #9661S), ubiquitin (Dako, Z0458), GM130 (Transduction Laboratories, G65120), Hsp90 (Transduction Laboratories, 610418). The polyclonal Herp antibody was provided by Dr. Linda Hendershot (St. Jude Children's Hospital, Memphis, TN).

### Fluorescence microscopy

Cells were treated as described in the figure legends, washed with PBS and fixed with 4% paraformaldehyde in PBS for 20 minutes, washed with PBS and mounted on glass coverslips using Fluoromount G (EM Sciences). GFP fluorescence was visualized with a Zeiss laser scanning confocal microscope. Clone #4S2 INS-1 cells were treated as described in the figure legend, washed with PBS and fixed with 4% paraformaldehyde in PBS for 20 minutes. The samples were processed for immunofluorescence microscopy as reported previously [15] and immunostained with anti-ATF6 (TO13/14) antibody at a 1:100 dilution [14]. Quantitation of ATF6 staining in the nucleus (marked by DAPI staining) was measured using ImageJ Software. The average intensity in arbitrary units in the nuclear area was determined. A minimum of 18 cells for all experimental condition were quantified and the mean relative nuclear intensity is reported.

### Cell Fractionation

Following doxycycline treatment for 72 hours, clone #4S2 cells were washed with PBS and resuspended in homogenization buffer: (0.25 M Sucrose, 4 mM HEPES, 1 mM MgCl_2_, 1.5 mM EDTA containing a complete protease inhibitor tablet (Roche), 1 mM PMSF, 10 mM NaF, 2 mM Na_3_VO_4_, 10 nM okadaic acid). Cells were homogenized on ice with 12 strokes using a ball-bearing cell homogenizer. The resulting homogenate was either centrifuged at 100 000×g for 1.5 h to generate membrane (pellet) and cytosol (SN) fractions, or subjected to a 0.45 M to 2 M sucrose gradient for 18 h at 30 000 rpm, 4°C as outlined in [16]. After ultracentrifugation, 0.5 ml fractions were taken from the top of the gradient.

### Electron Microscopy

Clone #4S2 cells were fixed in 2% glutaraldehyde (EM Sciences) in 0.15 M Sorensen's Phosphate Buffer (pH 7.4) (EM Sciences) for 30 min at room temperature. The cells were washed twice with PBS and collected into new tubes. Samples were prepared for transmission electron microscopy by the electron microscopy facility at Mount Sinai Hospital (Toronto). Briefly, the cell pellets were fixed in 2% glutaraldehyde in 0.1 M sodium cacodylate buffer (pH 7.3) for 2 h, rinsed with the same buffer for 10 min, and post-fixed for 1.5 h in 1% OsO_4_. After rinsing with the same buffer for 10 min, the cells were dehydrated through a graded ethanol series up to 100% ethanol. The cells were then embedded in Spurr resin in an oven at 65°C overnight. Thin sections (~100 nm) were cut with an RMC MT6000 ultramicrotome. The sections were placed on copper grids and stained with uranyl acetate (20 min) and lead citrate (10 min). The grids were examined in a FEI Tecnai 20 transmission electron microscope and images were captured using a Gatan Dualview digital camera.

### RNA isolation and real-time PCR analysis

For real-time PCR analysis, total RNA was isolated from cells untreated or treated with 2 μg/ml doxycycline for the indicated times using TRIzol Reagent (Invitrogen) followed by purification with RNeasy Mini Kit (Qiagen). Total RNA was reverse transcribed to single-stranded cDNA using the High-Capacity cDNA Reverse Transcription Kit (Applied Biosystems). The resulting cDNA was used for real-time PCR analysis by the TaqMan Gene Expression system (Applied Biosystems) as described previously [14]. The following primers were obtained from Applied Biosystems: *Chop *(Rn00492098_g1), *Atf4 *(Rn00824644_g1), *Grp78 *(Rn00565250_m1), *Pdi *(Rn00564459_m1), *Ero1α *(Rn00593473_m1), *Ero1β *(Rn01520960_m1), *Sel1 *(Rn00710081_m1), *Erdj4 *(Rn00562259_m1), *Erdj5 *(Rn01486444_m1), β-actin (4352931E).

### XBP1 splicing assay

Total RNA was isolated and rat XBP-1 cDNA was amplified by RT-PCR (QIAGEN OneStep RT-PCR kit) using primers that flank the intron excised by IRE1 exonuclease activity as described previously [14].

### siRNA transfection

Clone #4S2 cells were reverse transfected using Lipofectamine RNAiMAX with 10 nM Herp siRNA (Invitrogen) or a control siRNA (directed to bacterial β-galactosidase) as described previously [17]. Twenty-four hours later the cells were incubated or not with doxycycline for 48 h then either lysed for western blot analysis or for measurement of apoptosis using the cell death ELISA kit (Roche).

### Apoptosis assays

Cell apoptosis was measured using the cell death detection ELISA kit (Roche) according to the instructions provided in the kit. Briefly, clone #4S2 cells were seeded in 24-well plates (200 000 cells/well) and treated as indicated in the figure legends. Following the treatments, the cells were lysed and oligonucleosomes in the cytoplasm (indicative of apoptosis-associated DNA degradation) were quantified according to the manufacturer's instructions.

Terminal deoxynucleotidyl transferase-mediated dUTP nick-end labeling (TUNEL) assays were performed using the APO-BrdU TUNEL Assay Kit (Invitrogen). Clone #4S2 cells were treated as described in the figure legend, washed with warm PBS, trypsinized, then stained with Fluor-647 dye-labeled anti-BrdU antibody, as described by the manufacturer's instructions. After staining, the samples were analyzed in a FACSCalibur flow cytometer (Becton Dickinson). To standardize each sample and set the quandrants, a negative control (INS-1 cells) and a positive control (provided by the APO-BrdU TUNEL assay kit) were used. GFP and the Fluor-647 dye-labeled anti-BrdU antibody were excited using the FL1 (530/30) and FL4 (661/16) lasers, respectively.

### Microarray analysis

Microarray expression profiling was used to assess the global transcriptional changes in response to Ins2 (C96Y)-EGFP expression in clone #4S2 cells. Cells were induced or not with doxycycline for 24 h, 48 h or 5 days and total RNA was isolated using TRIzol Reagent (Invitrogen) followed by isolation using an RNeasy Mini Kit (Qiagen). Assessment of RNA quality and microarray analysis was performed at the University Health Network (Toronto) microarray centre. Briefly, following RNA quality assessment with an Agilent BioAnalyzer, samples were reverse transcribed to cDNA. cDNA was purified with a cDNA purification module from Affymetrix. Biotin was incorporated during *in vitro *transcription and purified cRNA was then fragmented with a chemical reaction. 15 μg of labeled and fragmented cRNA was hybridized to Rat Genome 230 2.0 arrays (Affymetrix Genechip) for 17 h at 45°C at 60 rpm. The arrays were stained and washed using fluidic stations with antibody and streptavidin phycoerythrin conjugate solutions. All arrays are scanned using an Affymetrix 3000 7G scanner. The data sets were analyzed using GeneSpring software (Version 7.1) (Agilent Technologies) and statistical analysis was performed using GeneSpring software according to the manufacturer's specifications. Genes with a minimum 2-fold difference between control and doxycycline-treated cells in at least two independent experiments at 24 h, 48 h and 5 days are listed in the Additional file 1 and Additional file 2. The raw microarray data has been deposited in the Gene Expression Omnibus (GEO) database (GSE22537).

### Data analysis

Results are presented as mean ± SE. Statistical significance between two experimental conditions was analyzed using a two-sample *t*-test assuming equal variance. Data from several or more groups was analyzed by ANOVA, followed by Tukey post hoc test. P < 0.05 was considered statistically significant.

## Results

### Generation and characterization of the Insulin 2 (C96Y)-EGFP stable INS-1 cell line

We first generated a stable pTet-ON INS-1 cell line that allows for doxycycline-inducible protein expression. The cell line was tested by transient transfection of the Ins2 (C96Y)-EGFP fusion construct in the presence or absence of doxycycline. Fusion protein expression was monitored by western blotting and fluorescence microscopy. Expression of the fusion protein was doxycyline-dependent and the fusion protein was excluded from the nucleus and localized throughout the cell (Figure 1A, B). Interestingly, the expression of this construct also resulted in the production of a lower migrating band, which may be due to proteolytic cleavage of the fusion construct in the cell (Figure 1A, **arrow**). A stable Ins2 (C96Y)-EGFP pTet-ON cell line was generated by co-transfection with a hygromycin resistance plasmid. We isolated a clone with inducible mutant insulin expression and fluorescence-activated cell sorting was used to isolate EGFP-positive cells (top 20%) after 48 h of doxycycline induction. The sorted cells (designated clone #4S2) was expanded in media without doxycycline. This clone exhibited low basal Ins2(C96Y)-EGFP expression and a marked induction following doxycycline treatment (Figure 1C, D).

**Figure 1:**
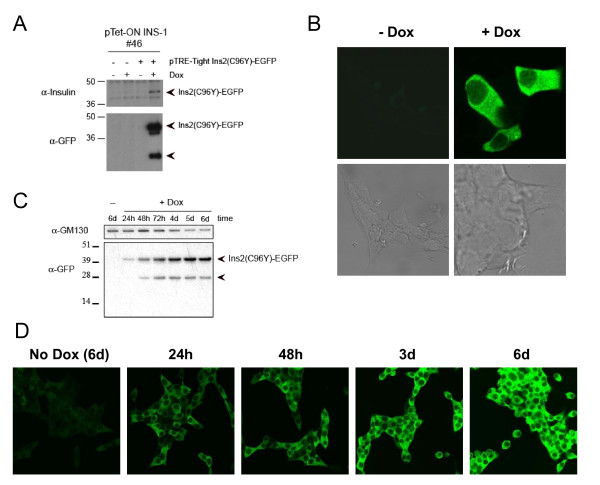
**Induction of insulin 2 (C96Y)-EGFP protein expression in pTet-ON INS-1 cells by doxycyline**. **A-B**. pTet-ON INS-1 #46 cells were transiently transfected with pTRE-Tight Ins2 (C96Y)-EGFP construct in the presence or absence of 2 μg/ml doxycycline (Dox) for 48 h. In (A), cells were washed in PBS, lysed and 10 μg of protein were resolved by SDS-PAGE and immunoblotted using antibodies to insulin and GFP. In (B) the cells were washed in PBS, fixed and mounted. GFP fluorescence was visualized using a laser confocal fluorescence microscope. **C-D**. A stable Ins2 (C96Y)-EGFP expressing INS1 clone (Clone #4S2), generated as described in the methods, was untreated (-Dox) or treated with 2 μg/ml doxycycline (+Dox) for the times indicated. The cells were washed in PBS, lysed and an equal amount of protein per condition were resolved by SDS-PAGE and immunoblotted using antibodies to GM130 and GFP (C). In (D), EGFP fluorescence in fixed cells was visualized by confocal fluorescence microscopy.

In addition to the full-length fusion protein other GFP immunoreactive bands were observed in both TX-100 detergent whole cell lysates or lysates prepared by direct lysis of the cells in SDS sample buffer (Figure 2A). These fragments are likely degradation products of the full-length fusion protein and most of the fragments could not be efficiently immunoprecipitated using an anti-GFP antibody (Figure 2B). Cells were homogenized and subjected to membrane and cytosol fractionation. Whereas the full-length Ins2 (C96Y)-EGFP fusion protein could be detected in the membrane fraction, the degradation fragments were present exclusively in the cytosol fraction (Figure 2C). The full-length fusion protein was detected in ER fractions by sucrose density fractionation while the lower migrating degradation fragments were present exclusively in the cytosol fractions (Figure 2D). Since no degradation fragments were present in microsome fractions it is likely that degradation of the full-length fusion protein occurs in the cytosol. The presence of some soluble ER lumenal GRP78 (and Ins2 (C96Y)-EGFP) in cytosolic fractions in the sucrose gradient may be due to some leakage during cell homogenization.

**Figure 2:**
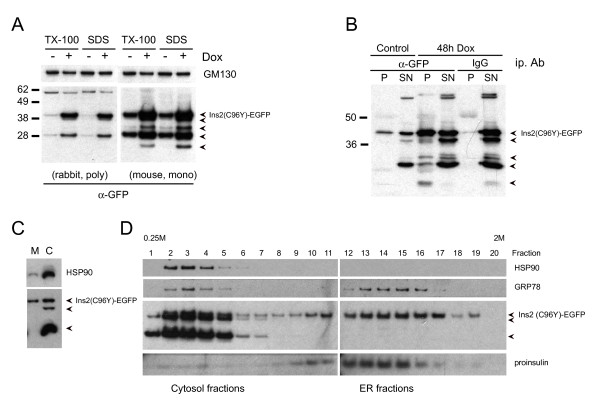
**Insulin 2 (C96Y)-EGFP is localized to the ER while degradation products appear in the cytosol**. **A**. Clone #4S2 cells were untreated (-Dox) or treated with 2 μg/ml doxycycline (+Dox) for 48 h. Following the treatments, the cells were washed in PBS and lysed in either 1% TX-100 lysis buffer (with protease inhibitors) or directly in SDS sample buffer with β-mercaptoethanol. Equal amounts of protein (or equal volumes) were resolved by SDS-PAGE and immunoblotted using antibodies to GM130 or GFP. **B**. Cells were untreated (Control) or treated for 48 h with 2 μg/ml doxycycline before lysis and immunoprecipitation with anti-GFP or control mouse IgG antibodies. The entire precipitate (pellets; P) and 10 μg of the supernatant (SN) were resolved by SDS-PAGE and immunoblotted using an anti-GFP (rabbit, polyclonal) antibody. **C**. Cells were treated with 2 μg/ml doxycycline for 72 h, washed in PBS and homogenized in sucrose buffer as described in the methods. The homogenate was fractionated into membrane (M) and cytosol (C) fractions. **D**. Cells were treated with 2 μg/ml doxycycline for 72 h, washed in PBS and homogenized in sucrose buffer as described in the methods. The homogenate was fractionated on a linear sucrose density gradient and an equal volume of each fraction was resolved by NuPAGE and immunoblotted using antibodies to HSP90, GRP78, GFP and insulin.

We examined the morphology of the stable cell line by electron microscopy before and after doxycycline induction. In non-induced cells a normal ER morphology was observed (Figure 3A, B), whereas cells expressing Ins2 (C96Y)-EGFP for three days had an altered ER morphology (Figure 3C, D). The ER was expanded and dilated compared to control cells. The ER tended to be even more severely dilated in many of the cells after six days of mutant insulin expression (Figure 3E, F). This morphology is characteristic of unfolded protein accumulation and ER stress [2] and has been observed in β-cells of the Akita mouse [9]. In addition, apoptotic cells were observed in the population expressing the fusion protein (Figure 3C, arrowheads).

**Figure 3:**
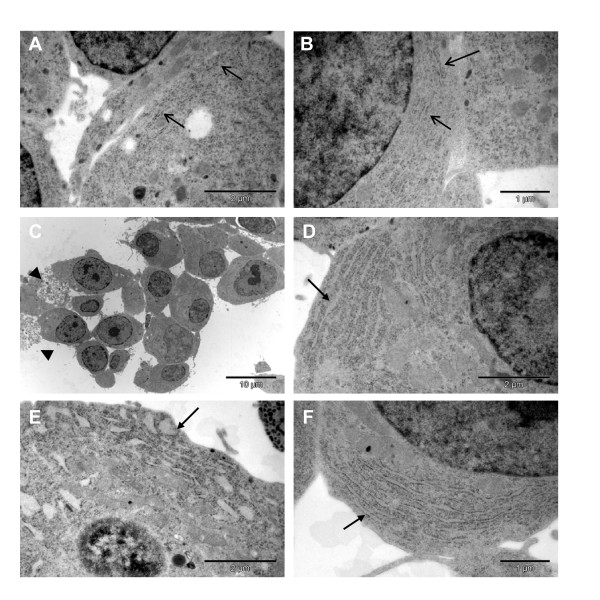
**Effect of insulin 2 (C96Y)-EGFP expression on ER morphology**. Clone #4S2 cells untreated (A, B) or treated with 2 μg/ml doxycycline for 3 days (C, D) or 6 days (E, F) were washed in PBS and fixed. The cells were processed for transmission electron microscopy as described in the methods. ER structures in uninduced cells (A, B, arrows), and distended ER structures in mutant insulin expressing cells following doxycyline-induction (D-F, arrows) are indicated. The presence of apoptotic cells was evident in doxycyline-induced cells (C, arrowheads).

### The ER stress response to Insulin 2 (C96Y)-EGFP expression

The morphological analysis indicated that the expression of Ins2 (C96Y)-EGFP was causing an accumulation of this protein in the ER and causing ER stress. We thus examined whether doxycycline-induced expression of Ins2 (C96Y)-EGFP was activating UPR signaling pathways. Ins2 (C96Y)-EGFP expression was induced for various times and activation of the ER stress-sensing pathways was monitored. Spliced XBP-1, indicative of IRE1α activation, was detected after 24 h of doxycyline induction and similar levels of spliced XBP-1 were present throughout the induction period for up to 7 days (Figure 4A, shows a representative example up to 5 days of induction). The levels of phospho-eIF2α, indicative of PERK activation, were also increased (Figure 4B), as were the levels of active ATF6-p50 (Figure 4C). Thus, expression of the mutant insulin causes measurable activation of the ER stress pathways mediated by IRE1α, PERK and ATF6.

**Figure 4:**
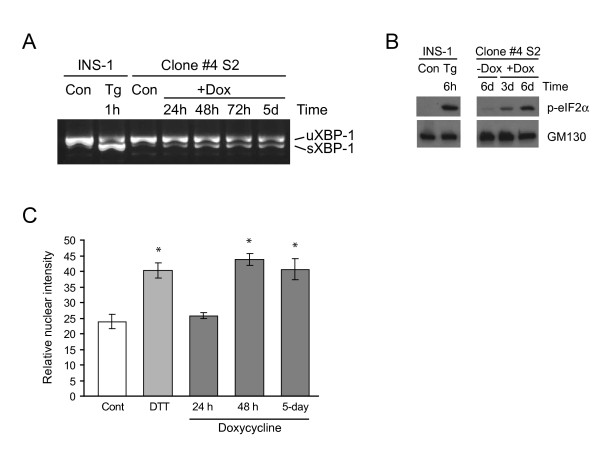
**ER stress signaling pathways are activated by insulin 2 (C96Y)-EGFP expression**. Clone #4S2 cells were untreated (-Dox) or treated with 2 μg/ml doxycycline (+Dox) for the times indicated. Control INS-1 cells exposed to thapsigargin (Tg) or dithiothreitol (DTT) were used as a positive control. **A**. RNA was isolated from the cells and XBP-1 cDNA was amplified by RT-PCR. The unspliced form of XBP-1 (uXBP-1, 480 bp) and spliced form of XBP-1 (sXBP-1, 454 bp) are indicated. **B**. Clone #4S2 cells were treated as in (A), washed in PBS and lysed. Equal amounts of protein were resolved by SDS-PAGE and immunoblotted with anti-phospho-eIF2α and GM130 antibodies. **C**. Clone #4S2 cells were treated with 1 mM dithiothreitol (DTT) for 30 min. or doxycycline as indicated and fixed for immunofluorescence labeling with anti-ATF6 antibody. Nuclear fluorescence of ATF6 was quantified as described in the methods.

To examine the global transcriptional response to mutant insulin expression we performed microarray analysis of the gene expression changes following Ins2 (C96Y)-EGFP expression. Total RNA was prepared after 24 h, 48 h and 5 days of doxycycline treatment from three independent experiments, reverse transcribed and hybridized to Affymetrix rat genome arrays. 

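The data are the signals of 31042 probe sets on 18 arrays. INS-1 is a rat insulinoma cell line, and in clone #4S2 doxycycline switches on a mutant insulin that cannot form one of its disulfide bonds, joined to EGFP. Untreated and doxycycline-treated cultures were compared at 24 h, 48 h and 5 days, with 3 arrays in each of the 6 groups, 1 from each independent experiment. The authors deposited linear signal intensities, and the 2% trimmed mean of each array lies between 500.14 and 500.17. The median signal of an array ran from 91.2 to 138.5, so the arrays were quantile normalized, set to a floor of 5.99 signal units and converted to log2. The 15521 probe sets in the upper 50 percent of mean log2 signal were tested. The number of arrays limits the precision of every value. Whether the Ins2 probe set also reads the transgene is not given in the sources used here. Its signals were 14098, 17746 and 18051 in the 24 h controls and 13246, 14863 and 18706 with doxycycline, so at 24 h it does not check the labels. At 48 h they were 19116, 21216 and 22762 in the controls and 15918, 20113 and 22687 with doxycycline, lower in each experiment but by little in 3. At 5 days they were 8773, 17129 and 27801 in the libraries labelled control and 9815, 12496 and 14666 in those labelled doxycycline, lower in experiments 2 and 3 and higher in 1. Limma was fitted to all 18 arrays with each control and doxycycline pair as a block, which was set before the data were examined together with the 18 gene lists and the alternatives not marked as added. At an adjusted p under 0.05 this fit called no probe set at any time point, with 346 higher and 239 lower at an unadjusted p under 0.05 at 24 h, 1014 and 801 at 48 h, and 1178 and 1068 at 5 days. The smallest adjusted p of that fit was 1.00 at 24 h, 0.209 at 48 h and 0.311 at 5 days. Without the block the counts at 24 h were 218 and 79, again with none past the adjusted threshold. The 5-day arrays enlarge the shared estimate of the spread. The log2 ratios of experiment 1 at 5 days correlate at r = -0.985 across 73 probe sets with the ratios the paper lists for that experiment, and at 0.957 to 0.987 in the other 8 experiments. In addition, the library labelled doxycycline, 5 days, replicate 2 has a GAPDH 3'/5' signal ratio of 2.91, against 1.05 to 1.19 in the other 17. At 24 h and 48 h, "rose" and "fell" therefore refer to limma fitted to the 6 arrays of that time point alone, a fit planned beside the other, which called 30 probe sets higher and 2 lower at 24 h. For 5 days, values are given as labelled and, as an alternative chosen after seeing the data, with the labels of the experiment 1 pair exchanged in the fit of all arrays. The 5-day arrays fitted alone gave no call over all probe sets with either labelling, so each such call at 5 days below depends on the spread shared with the other times. In simulated data with 2-fold changes and the spread of the 24 h and 48 h arrays, the fit of 1 time point alone recovered 89.1% at 24 h and 92.2% at 48 h. The larger spread of the 5-day arrays was not simulated. The recovered shares need not hold for genes whose ratios differ more between experiments. For example, Trib3 at 24 h had log2 ratios of 0.49, 2.60 and 3.48 and did not pass.

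**Figure D1:**
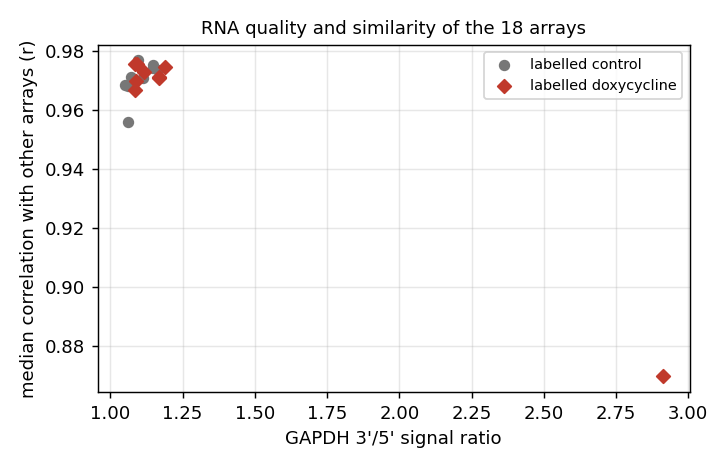
Each point is 1 of the 18 arrays, grey circles for libraries labelled control and red diamonds for libraries labelled doxycycline. The x axis is the ratio of 3' to 5' GAPDH probe set signals and the y axis the median Pearson correlation of log2 signals with the other 17 arrays. The library at 2.91 and 0.870 is doxycycline, 5 days, replicate 2, and the other arrays lie between 0.956 and 0.977 in correlation.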

Gene expression changes were examined and those that were upregulated or downregulated by 2-fold after doxycyline-induced expression of Ins2 (C96Y)-EGFP are listed in the Additional files 1 and 2. Following 24 h induction 45 genes were upregulated and 5 were downregulated. 

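Outside the chaperone group, Bhlha15 (Mist1), a transcription factor of secretory cells, rose at 24 h with a log2 fold change of 1.49 (standard error 0.11, adjusted p = 0.0237). Ggct, an enzyme of glutathione breakdown, rose by 1.26 (standard error 0.08, adjusted p = 0.0237), and Timp1, an inhibitor of matrix metalloproteinases, by 1.00 (standard error 0.07, adjusted p = 0.0237). Sytl4 (granuphilin), a protein of the insulin granule, and Cyp4a8, a cytochrome P450, were the genes that fell, with log2 fold changes of -0.84 (standard error 0.08, adjusted p = 0.0439) and -0.90 (standard error 0.09, adjusted p = 0.0495). Gcg, which encodes glucagon, had log2 ratios of -1.92, -1.09 and -0.92 in the 3 experiments (adjusted p = 0.0924). A ratio of at least 2 in 2 or more of the 3 experiments was found for 45 probe sets, and a ratio of at most 0.5 for 11. In all 3 experiments the numbers were 15 and 0, a rule of size with no test. When experiment 1, 2 or 3 was left out and both others had to pass, 39, 18 and 18 probe sets were higher and 4, 4 and 3 lower. The methods' t-test gave 486 higher and 293 lower at an unadjusted p under 0.05 and none after Benjamini-Hochberg adjustment.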

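At 48 h the largest increases included Slc7a11, the cystine transporter, with a log2 fold change of 3.79 (standard error 0.19, adjusted p = 0.00669), and Pycr1, an enzyme of proline synthesis, with 3.14 (standard error 0.16, adjusted p = 0.00669). Serpinb9b, a serine protease inhibitor, rose by 2.60 (standard error 0.14, adjusted p = 0.00674) and Chac1, which degrades glutathione, by 2.32 (standard error 0.10, adjusted p = 0.00669). The largest decrease was that of Gcg, with -2.71 (standard error 0.11, adjusted p = 0.00669), followed by Stc1 (stanniocalcin), a secreted glycoprotein, with -1.97 (standard error 0.10, adjusted p = 0.00669). In the fit of the 48 h arrays alone, 361 probe sets rose and 185 fell. By the rule of 2-fold in 2 experiments, 79 were higher and 29 lower, of which 43 and 13 were so in all 3 experiments. For 5 days the same rule gave 46 higher and 68 lower as labelled, 26 and 100 on the values without quantile normalization, and 84 and 68 with the experiment 1 labels exchanged. Limma on the 5-day arrays alone called none as labelled (172 higher and 213 lower at an unadjusted p under 0.05, and 179 and 106 by the methods' t-test) and none with exchanged labels (591 and 352 unadjusted). The fit of all arrays, in which the time points share an estimate of the spread, called 284 higher and 141 lower with exchanged labels. By the 2-fold rule the 5-day counts as labelled were 38 higher and 54 lower without experiment 1, 1 and 1 without experiment 2, and 7 and 13 without experiment 3. At 48 h the counts were 62 and 19 without experiment 1, 50 and 20 without 2, and 53 and 16 without 3.

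**Figure D2:**
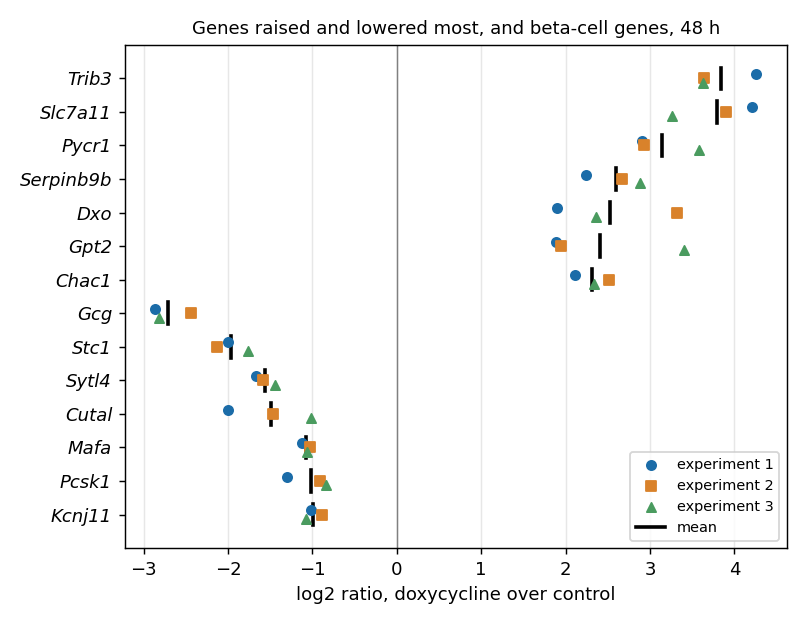
Genes with large changes at 48 h and genes of the insulin secretory pathway, with the log2 ratio of doxycycline to control on the x axis. Circles, squares and triangles are experiments 1, 2 and 3 and the black bar is their mean. The 3 values of Trib3 lie at 4.26, 3.64 and 3.63 and those of Gcg at -2.87, -2.44 and -2.82, on opposite sides of 0.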

After 48 h induction 86 genes were upregulated and 37 downregulated, whereas 68 genes were induced and 56 reduced after 5 days induction. These numbers include genes (both well-substantiated and transcribed loci) that were identified as statistically significant in at least two of three experiments.

Shown in Table 1 are a selected list of genes induced >2-fold in at least two independent experiments at the various time points. This list includes genes involved in the UPR response, protein folding and modification, ERAD and protein transport. Several patterns emerged from this analysis. 

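At 24 h of doxycycline, 8 of 29 genes of the ER chaperones and folding enzymes rose, none fell and 21 did not pass the test (25 rose when adjusted over the list alone). Fkbp11, a peptidyl-prolyl isomerase of the ER, had a log2 fold change of 1.25 (standard error 0.07, adjusted p = 0.0237). Among the J-domain co-chaperones of GRP78, those that rose were Dnajc3 by 1.08 (standard error 0.07, adjusted p = 0.0237), Dnajb9 by 0.99 (standard error 0.08, adjusted p = 0.0303) and Dnajb11 by 0.89 (standard error 0.07, adjusted p = 0.0303), while Dnajc1, Sec63 and Dnajc10 did not pass (adjusted p = 0.393, 0.142 and 0.787). Of 19 genes of ER-associated degradation, 2 rose and 17 did not pass (11 rose when adjusted over the list alone). They were Sel1l, the adaptor of the HRD1 ubiquitin ligase, with 1.23 (standard error 0.09, adjusted p = 0.0237), and Selenos, a selenoprotein of the retrotranslocation complex, with 0.74 (standard error 0.07, adjusted p = 0.0495). Herpud1 (Herp), a membrane protein of the same ligase complex, had log2 ratios of 0.57, 1.15 and 1.96 and an adjusted p of 0.153. Over the fits run its adjusted p from limma went down to 0.0424, while it did not pass in the fit of all arrays. The median log2 fold change was 0.70 for the chaperones (camera p = 3.11e-16, adjusted p = 8.40e-15, and adjusted p = 0.363 with an estimated correlation) and 0.26 for ER-associated degradation (camera p = 2.65e-08, adjusted p = 1.19e-07, and adjusted p = 0.363 with an estimated correlation). With the 5-day labels of experiment 1 exchanged, the estimated correlation gave an adjusted p of 0.0280 for the chaperones. Both lists hold genes that the study picked from these arrays and are not independent evidence of their direction.

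**Figure D3:**
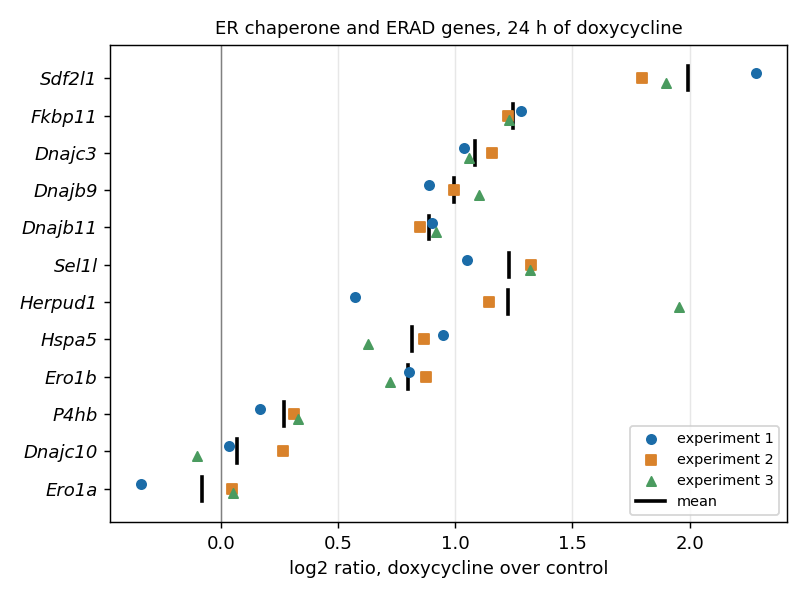
Log2 ratio of doxycycline to control at 24 h (x axis) for genes of ER folding and degradation. Circles, squares and triangles are experiments 1, 2 and 3 and the black bar is their mean. All 3 points of Sdf2l1 lie at or above 1.80, while the means of Dnajc10 and Ero1a are 0.07 and -0.08.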

After 24 h of mutant protein expression, the majority of the genes induced were ER localized chaperone genes (*Erdj4/Dnajb9*, *P58^IPK ^*/*Dnajc3*, *Erdj3/Dnajb11*, *Fkbp11*) as well as the ERAD-associated genes (*Herp *and *Sel1*). The *Sdf2l1 *gene was the most abundantly induced gene present in all three experiments. In addition, the *Atf4 *and *Chop *transcription factors, target genes of the PERK-eIF2α pathway, were also induced in two out of three experiments at this early time point. 

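Sdf2l1, an ER protein that works with GRP78 and its J-domain partners, rose from a mean signal of 1564 in untreated cells to 5943 with doxycycline at 24 h. Its ratio was 4.03 ± 0.739 (SD, n = 3 experiments), and the log2 fold change was 1.99 (standard error 0.11, adjusted p = 0.0237) from limma. The log2 ratios of 2.28, 1.80 and 1.90 put it among the 15 probe sets that were at least 2-fold higher in every experiment. Ranked by mean log2 ratio over all probe sets tested, it was number 7. Of the probe sets above it, 2 were also 2-fold in every experiment. One was Dxo, a decapping exoribonuclease, at a mean log2 ratio of 2.42 (adjusted p = 0.0534), whose mean signal was 77.1 in untreated cells. The other has no gene name here and lay at 2.02.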

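Atf4, the transcription factor translated when eIF2α is phosphorylated, had log2 ratios of 0.37, 1.27 and 1.28 in experiments 1, 2 and 3 at 24 h. Ddit3 (Chop) had 1.00, 1.35 and 1.81, that is at least 2-fold in 3 experiments against 2 for Atf4, with experiment 1 at the cut. The mean ratio of Ddit3 was 2.69 ± 0.760 (SD, n = 3 experiments) and that of Atf4 2.04 ± 0.650 (SD, n = 3 experiments). The adjusted p-values in the 24 h arrays alone were 0.0571 and 0.149. With the 5-day arrays left out of the fit, an alternative added after seeing the data, Ddit3 passed with 0.00886, and its adjusted p ranged from 0.00830 to 1.00 over the fits run, and that of Atf4 from 0.0403 to 1.00. Among 17 targets of the PERK, ATF4 and CHOP branch, 16 had positive log2 fold changes. The list includes Atf4, Ddit3 and Trib3, which the study picked from these arrays. At the adjusted threshold none rose (10 when adjusted over the list alone), with limma giving 10 at an unadjusted p under 0.05 and the methods' t-test 5. The list's median was 0.39 (camera p = 7.34e-08, adjusted p = 3.05e-07, and adjusted p = 0.363 with an estimated correlation), and 0.14, 0.48 and 0.53 in the single experiments.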

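Tribbles pseudokinase 3, encoded by Trib3, binds AKT and ATF4 and is read by 3 probe sets. At 24 h its representative probe set had log2 ratios of 0.49, 2.60 and 3.48 in experiments 1, 2 and 3, a mean ratio of 6.21 ± 4.88 (SD, n = 3 experiments). Its mean log2 fold change of 2.19 did not pass limma's test (standard error 0.54, adjusted p = 0.193), and the other probe sets gave 2.25 and 2.31. Untreated cultures differed from each other, with Trib3 signals of 482, 148 and 99.3, against 669, 912 and 1110.3 with doxycycline. The untreated array of experiment 1 also stood apart in the genes of amino acid synthesis and transport, at a list level of 0.44 against -0.78 and -0.85 in the other controls.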

*Trib3 (Trb3)*, a putative target gene of the CHOP transcription factor [18], was also induced in two out of three experiments.

**Table 1:** Selected list of induced genes comparing uninduced cells to cells expressing insulin 2 (C96Y)-EGFP for 24 h, 48 h and 5 days identified by Affymetrix rat genome arrays.

Gene Name	Entrez Gene ID	Putative Function	Fold Change		
			**24 h**	**48 h**	**5d**

**Protein modification/folding**					
*Sdf2l1*	680945	O-mannosylation?	5.7	4.7	10.9
*Fkbp11*	300211	Peptidyl-prolyl isomerase	2.9	3.9	4.3
*Dnajb9/Erdj4*	24908	Protein folding	2.5	3	3.1
*Dnajc3/P58*^*IPK*^	63880	Protein folding	2.3	2.8	4.2
*Dnajb11/Erdj3*	360734	Protein folding	**2.2**	2.4	3
*Pdia2*	287164	PDI family, isomerase		3.1	2.7
*Pdia3/Erp57*	29468	PDI family, isomerase		**3.2**	**3.2**
*Pdia4/Erp72*	116598	PDI family, isomerase		3.1	3.1
*Hspa5/Grp78*	25617	ER Protein folding			2.6
*Pdia6/P5*	286906	PDI family, isomerase			**3**
*Txndc4/Erp44*	298066	PDI family, isomerase			**2**
**ER stress-inducible**					
*Herp*	85430	ERAD	3.3	4.3	**3.5**
*Sel1h*	314352	ERAD	***2.5***	*2.7*	***2.6***
*Atf4*	79255	Transcription factor	**2.7**	3	
*Chop/Gadd153*	29467	Transcription factor	**2.5**	3.5	**2.7**
*Trib3/Trb3*	246273		***11.5***	*19.8*	***6.7***
**Transcription factors**					
*Mist1*	25334	Transcription factor	**2.9**	3.2	**3.7**
*Atf5*	282840	Transcription factor	**2.4**	3.3	
**Protein transport**					
*Kdelr3*	315131	Vesicle transport	**2.1**	2.9	**3.8**
*Tmed3*	300888	Vesicle transport		2.4	2.8
**Selected others**					
*Creld2*	362978	ER Protein folding?	3.6	3.6	7
*Armet*	315989		2.8	2.8	3.9
*Myo1g*	289785	Motor protein	2.3	2.9	**2.5**
*Ell3*	296102	RNA polymerase II-like 3	2.1	2.2	**3.6**
*Magt1*	116967	Magnesium transporter	2.1	**2.3**	2.4
*Oat*	64313	Ornithine aminotransferase	**2**	2.3	2.8

Mean fold change from three independent experiments for each time point is shown. Bold indicates the gene was induced in at least 2 independent experiments and italics indicates average induction value of multiple probes for the same gene.

Following 48 h of mutant protein expression a greater number of genes were induced compared to 24 h (Table 1 and Additional files 1 and 2). 

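At 48 h, 29 of the 30 probe sets that rose at 24 h rose again, and both that fell at 24 h fell again. Independent lists of that length would share 0.698, which is a reference only. The control and doxycycline arrays of 24 h experiment 2 correlated best with those of 48 h experiment 1 (r = 0.990 and 0.986). Arrays of different times may thus not be independent, and 1 number need not mark the same experiment at each time. Bhlha15 and Creld2, a disulfide isomerase-like ER protein, are among genes raised at both times, with 1.48 (standard error 0.11, adjusted p = 0.0137) and 1.37 (standard error 0.08, adjusted p = 0.00929) at 48 h. Genes raised at 48 h included Herpud1, with 1.80 (standard error 0.10, adjusted p = 0.00775), and Psat1, an enzyme of serine synthesis, with 1.64 (standard error 0.08, adjusted p = 0.00669). By the rule of 2-fold in 2 experiments, 42 of the 45 probe sets higher at 24 h were among those at 48 h. No probe set passed limma's test of the difference between the 48 h and 24 h effects in the fit of all arrays. At an unadjusted p under 0.05, 149 were larger and 99 smaller (smallest adjusted p = 1.00). The 5-day arrays enlarge the spread of that fit, but none passed without them either (smallest adjusted p = 0.590). The number of calls is larger at 48 h, and no single difference passed in those fits, while 1 did with no filter on dim probe sets. The methods' t-test called 1264 higher and 1082 lower at 48 h unadjusted, and 121 and 41 after adjustment.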

Additional chaperone genes (*Pdia2*, *Pdia3 *and *Pdia4*) were upregulated. 

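The protein disulfide isomerases Pdia2, Pdia3 and Pdia4, which form and rearrange disulfide bonds in the ER, rose at 48 h. Their log2 fold changes were 1.40 (standard error 0.10, adjusted p = 0.0137), 1.33 (standard error 0.18, adjusted p = 0.0347) and 1.23 (standard error 0.08, adjusted p = 0.0118). At 24 h they were 0.75, 1.05 and 0.97, with adjusted p-values of 0.0523, 0.0635 and 0.0823 from limma, and 0.0154, 0.0433 and 0.0188 when the 5-day arrays were left out of the shared fit. Another probe set of Pdia3 did rise in the 24 h arrays fitted alone. The differences between the times were 0.65, 0.28 and 0.26 log2 units, and without the 5-day arrays none passed (adjusted p = 0.590, 0.858 and 0.808). Of the 29 chaperones and folding enzymes, 23 rose at 48 h, none fell and 6 did not pass (24 rose when adjusted over the list alone). The median was 0.65 (camera p = 2.88e-11, adjusted p = 2.22e-10, and adjusted p = 0.363 with an estimated correlation).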

The levels of the *Chop *transcription factor were also significantly higher than at the 24 h time point. However, the most abundantly induced gene at 48 h of mutant protein expression was *Trib3 *(*Trb3*), a gene whose protein product has been implicated in apoptosis among other cellular processes [18,19]. 

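Ddit3, which encodes the CHOP transcription factor, rose at 48 h with a log2 fold change of 1.76 (standard error 0.07, adjusted p = 0.00669). Its log2 ratios were 1.72, 1.84 and 1.72, a mean ratio of 3.39 ± 0.158 (SD, n = 3 experiments). The doxycycline effect was 0.37 log2 units larger than at 24 h (standard error 0.56, adjusted p = 1.00 from limma on all 18 arrays). With the 5-day arrays left out, chosen after seeing the data, the standard error was 0.20 and the adjusted p 0.764. The difference between the times thus did not pass the test in either fit, and the largest ratio at 24 h lay within the range of the ratios at 48 h.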

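Trib3 held ranks 1 and 2 by mean log2 ratio among the probe sets tested at 48 h. Its representative probe set rose with a log2 fold change of 3.85 (standard error 0.15, adjusted p = 0.00669), a mean ratio of 14.7 ± 3.89 (SD, n = 3 experiments), and the other probe sets stood at 4.04 and 2.84. Mean signal went from 116 in untreated cells to 1709 with doxycycline. Further down the ranking, Dxo rose by 2.53 (standard error 0.28, adjusted p = 0.0260) and Gpt2, an alanine aminotransferase, by 2.41 (standard error 0.32, adjusted p = 0.0350). The Trib3 effect at 48 h was 1.65 log2 units above that at 24 h (standard error 1.32, adjusted p = 1.00 on all arrays, and 0.740 with the 5-day arrays left out).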

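Of 37 genes of ER translocation and ER-Golgi transport, 12 rose at 48 h, none fell and 25 did not pass (32 rose when adjusted over the list alone). At 24 h it was 1 (28 over the list alone). Kdelr3, which returns ER residents from the Golgi, rose by 1.29 (standard error 0.10, adjusted p = 0.0137), Tmed3, a cargo receptor, by 1.01 (standard error 0.08, adjusted p = 0.0137), and Sec61a1, the translocon channel, by 0.67 (standard error 0.07, adjusted p = 0.0233). The list's median was 0.33 at 24 h (camera p = 1.01e-17, adjusted p = 5.43e-16, and adjusted p = 0.363 with an estimated correlation) and 0.37 at 48 h (camera p = 1.92e-13, adjusted p = 3.45e-12, and adjusted p = 0.363 with an estimated correlation). The transcription factors Atf5 and Atf3, both induced by ATF4, rose at 48 h with 1.43 (standard error 0.07, adjusted p = 0.00669) and 0.98 (standard error 0.11, adjusted p = 0.0260), and Atf4 itself with 1.37 (standard error 0.08, adjusted p = 0.00929). Among 19 genes of N-glycosylation, 6 rose and 13 did not pass (17 over the list alone), against 2 at 24 h (13 over the list alone), with Alg12 at 0.83 and Stt3a at 0.77. Camera gave this list p = 4.49e-10, adjusted p = 2.43e-09, and adjusted p = 0.363 with an estimated correlation.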

At this time point other genes including protein transport genes and transcription factors were also upregulated. By 5 days of mutant protein expression the gene expression changes as monitored by microarray was more variable between experiments than at the 48 h time point. However, all the chaperone genes observed at earlier time points were still elevated and additional PDI family member genes (*Pdia6 *and *Txndc4*) were induced. 

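The median log2 ratio of the chaperone list was 0.68, 0.67 and 0.58 in the 3 experiments at 48 h, and -1.06, 1.04 and 0.52 as labelled at 5 days. The PERK, ATF4 and CHOP targets had medians of 0.65, 0.75 and 0.66 at 48 h and -0.62, -0.88 and 0.63 at 5 days. Over the probe sets tested, the median SD of the log2 ratio between experiments was 0.140 at 24 h, 0.149 at 48 h and 0.336 at 5 days. Across probe sets, which are not independent replicates, ratios of different experiments correlated at 0.481 to 0.517 at 48 h and at -0.289 to 0.187 at 5 days. The 5-day SD was 0.304 with the experiment 1 labels exchanged, and over 2 experiments at a time it was then 0.302 without experiment 1, 0.154 without 2 and 0.310 without 3, against 0.114, 0.118 and 0.125 at 48 h. The library labelled doxycycline of experiment 2 is the one with the GAPDH 3'/5' ratio of 2.91.

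**Figure D4:**
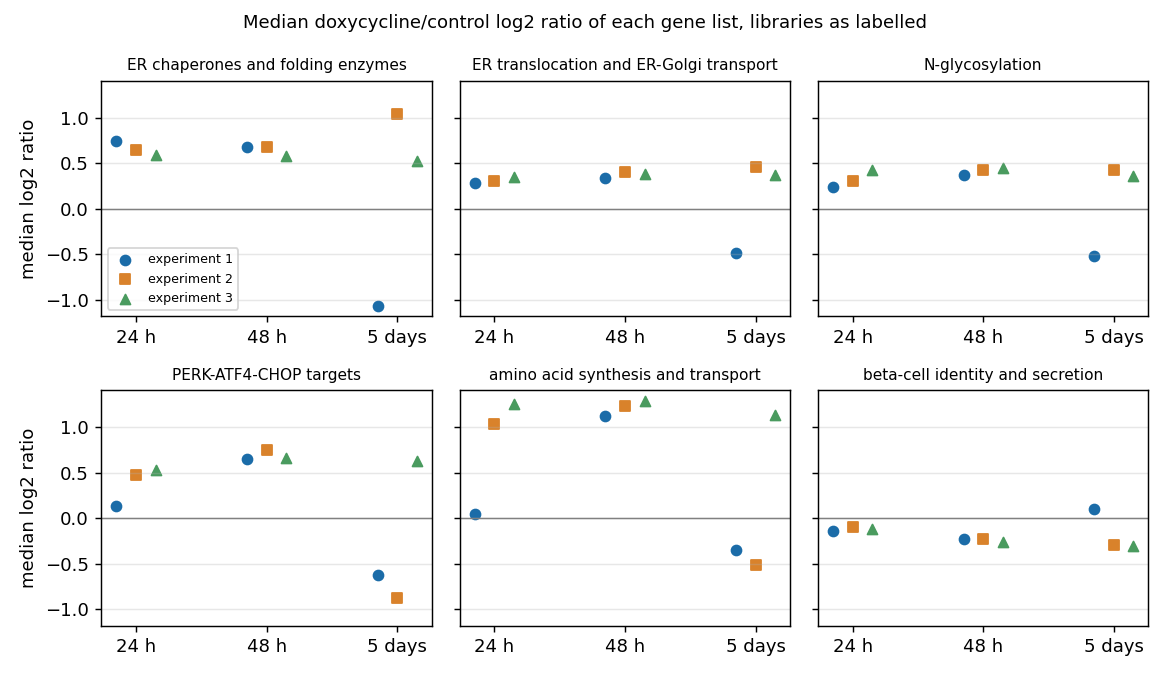
Median log2 ratio of doxycycline to control (y axis) over the genes of 6 lists at 24 h, 48 h and 5 days (x axis), with libraries as labelled. Circles, squares and triangles are experiments 1, 2 and 3 as numbered at each time. The 3 chaperone medians lie together at 48 h and spread from -1.06 to 1.04 at 5 days.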

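As labelled, the 29 chaperones and folding enzymes had a median log2 fold change of 0.12 at 5 days and none passed the test, with 0 higher or lower at an unadjusted p under 0.05 by limma and by the methods' t-test (camera p = 0.636, adjusted p = 0.701, and adjusted p = 0.932 with an estimated correlation). With the labels of experiment 1 exchanged, 21 rose in the fit of all arrays, none fell and 8 did not pass (26 over the list alone), with a median of 1.04 (camera p = 7.56e-24, adjusted p = 8.49e-23, and adjusted p = 0.0526 with an estimated correlation). None passed with exchanged labels when the 5-day arrays were fitted alone (21 over the list alone). The disulfide isomerases Pdia6 and Erp44 (Txndc4) had log2 fold changes of 0.07 and 0.07 as labelled and 1.08 (standard error 0.14, adjusted p = 0.0102) and 0.69 (standard error 0.11, adjusted p = 0.0213) with exchanged labels. Pdia6 ratios were -1.51, 1.08 and 0.65 in experiments 1, 2 and 3 as labelled, with a mean of -0.43 without experiment 2. At 48 h these genes had risen by 0.67 (standard error 0.07, adjusted p = 0.0242) and 0.63 (standard error 0.08, adjusted p = 0.0326). Dnajc3 and Fkbp11 stood at 0.40 and 0.27 as labelled, and at 1.78 (standard error 0.18, adjusted p = 0.00390) and 1.73 (standard error 0.14, adjusted p = 0.00271) with exchanged labels. One of the 3 doxycycline libraries behind these values has a GAPDH 3'/5' ratio of 2.91. The paper's real-time PCR for Grp78 and Chop runs higher with doxycycline (Figure 5), which does not settle the labels.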

The levels of *Trib3 *were lower compared to the 48 h time point, but still elevated. 

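Trib3 had log2 ratios of -1.43, -2.77 and 2.94 in experiments 1, 2 and 3 as labelled at 5 days. The mean was -0.42 as labelled (standard error 0.93, adjusted p = 0.834) and 0.53 (standard error 0.93, adjusted p = 0.750) with the experiment 1 labels exchanged, so neither passed the test. The difference of this effect from that at 48 h was -4.27 log2 units as labelled (standard error 1.32, adjusted p = 0.425) and -3.31 with exchanged labels (adjusted p = 0.717). The controls differed, with signals of 865, 4838 and 159.8. The 17 targets of PERK, ATF4 and CHOP had a median of -0.27 as labelled (camera p = 2.53e-04, adjusted p = 6.84e-04, and adjusted p = 0.542 with an estimated correlation), and 0.11 with exchanged labels, where limma called none (0 at an unadjusted p under 0.05) and camera's adjusted p was 0.832. Without experiment 2, whose control array had the Trib3 signal of 4838, and with exchanged labels the mean of Trib3 was 2.19, and as labelled without that experiment it was 0.75. The median of the 17 targets without experiment 2 was 0.60 with exchanged labels (camera at the preset correlation, adjusted p = 3.96e-08). As labelled without that experiment the median was 0.03 (adjusted p = 0.841).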

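Sdf2l1 rose at 48 h by 1.86 (standard error 0.08, adjusted p = 0.00669), Manf (Armet), a secreted neurotrophic factor of the ER, by 1.13 (standard error 0.08, adjusted p = 0.0137) after 1.19 (standard error 0.08, adjusted p = 0.0237) at 24 h, and Creld2 by 1.51 at 24 h (adjusted p = 0.0237). At 5 days the libraries as labelled gave 0.64 for Sdf2l1, 0.74 for Creld2 and 0.29 for Manf, none past the test (adjusted p = 0.720, 0.645 and 0.806 from limma). The Sdf2l1 ratios were -2.91, 3.18 and 1.66 in experiments 1, 2 and 3, and without experiment 2 the means were -0.63, -0.57 and -0.51. With the labels of experiment 1 exchanged the values were 2.58 (standard error 0.25, adjusted p = 0.00390), 2.29 (standard error 0.32, adjusted p = 0.0108) and 1.56 (standard error 0.18, adjusted p = 0.00811), and Sdf2l1 ranked number 1. The Sdf2l1 effect differed by -0.14 log2 units between 48 h and 24 h (adjusted p = 0.889 without the 5-day arrays) and by 0.73 between 5 days and 48 h with exchanged labels (adjusted p = 0.717). Neither difference passed the test, which does not show that the levels were equal.

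**Figure D5:**
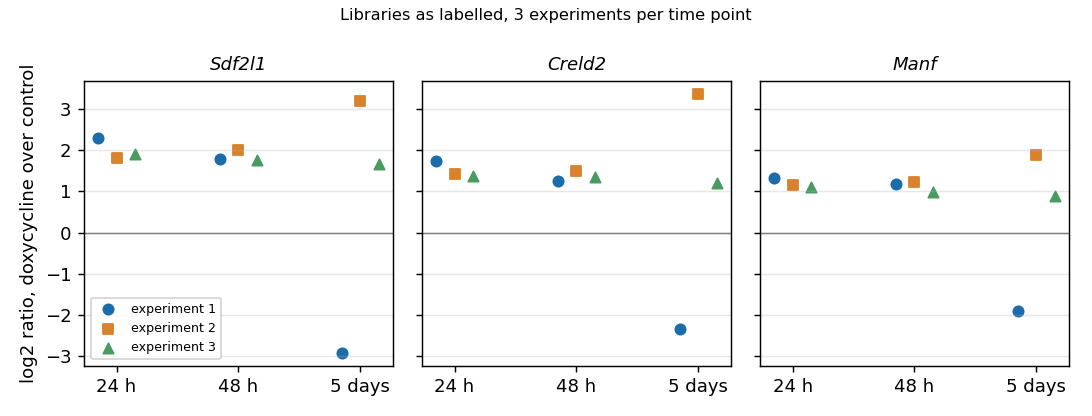
Log2 ratio of doxycycline to control (y axis) of Sdf2l1, Creld2 and Manf at 24 h, 48 h and 5 days (x axis), with libraries as labelled. Circles, squares and triangles are experiments 1, 2 and 3 as numbered at each time. At 24 h and 48 h all points lie above 0. At 5 days the circle of experiment 1 lies below 0 in each panel, at -2.91 for Sdf2l1.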

Interestingly, the levels of *Sdf2l1*, *Creld2 *and *Armet *remained highly induced throughout the time course of mutant protein expression.

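Hspa5, which encodes GRP78 (BiP), the HSP70 chaperone of the ER lumen, had log2 ratios of 0.95, 0.87 and 0.63 at 24 h. Its log2 fold change was 0.81 (standard error 0.09, adjusted p = 0.0554) at 24 h, and at 48 h it rose by 0.67 (standard error 0.07, adjusted p = 0.0263). With the 5-day arrays left out of the shared fit the 24 h value passed, at an adjusted p of 0.00886. The mean ratios were 1.77 ± 0.199 (SD, n = 3 experiments) at 24 h and 1.59 ± 0.0860 (SD, n = 3 experiments) at 48 h, higher in every experiment and 2-fold in none. For 5 days the log2 fold change was 0.12 as labelled (-0.37 without experiment 2) and 1.08 (standard error 0.13, adjusted p = 0.00879) with the experiment 1 labels exchanged.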

Although some of the gene expression changes found were expected based on the ER stress response induced in other models (discussed later), some genes predicted to be increased were not observed, such as the ER chaperone genes *Grp78 *and *Pdi*. Microarray expression profiling can lead to false negatives due to inefficient probes. We therefore examined the mRNA and protein levels of several well established targets of the UPR by real-time PCR and western blotting. An increase in the mRNA levels of *Grp78*, *Pdi*, *Chop *and *Sel1 *was observed in response to doxycycline-induced mutant insulin expression (Figure 5A-D). The latter two changes substantiate the microarray results. However, both *Grp78 *and *Pdi *are significantly upregulated early (within 24-48 h) of mutant insulin expression. This was not detected by microarray, which does produce false negative results in this case. 

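P4hb, which encodes the classical protein disulfide isomerase, had a log2 fold change of 0.27 (standard error 0.08, adjusted p = 0.223) at 24 h and 0.36 (standard error 0.07, adjusted p = 0.0653) at 48 h in limma fitted to each time alone. Its log2 ratios were 0.17, 0.31 and 0.33 at 24 h and 0.39, 0.35 and 0.34 at 48 h, positive in each experiment and below 1, the log2 value of a 2-fold change. With the 5-day arrays left out of the shared fit, the adjusted p of P4hb was 0.114 at 24 h and 0.0185 at 48 h, and over all fits of the 48 h effect it ranged from 0.0158 to 0.859. Its mean ratio was 1.29 ± 0.0242 (SD, n = 3 experiments) at 48 h.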

Consistent with the gene expression data, GRP78 and CHOP protein levels were also induced by Ins2 (C96Y)-EGFP expression (Figure 5E-F). Interestingly, thapsigargin treatment for 6 h induced higher expression of CHOP protein in clone #4S2 than in parental INS-1 cells, suggesting that clone #4S2 are more susceptible to ER stress (Figure 5F).

**Figure 5:**
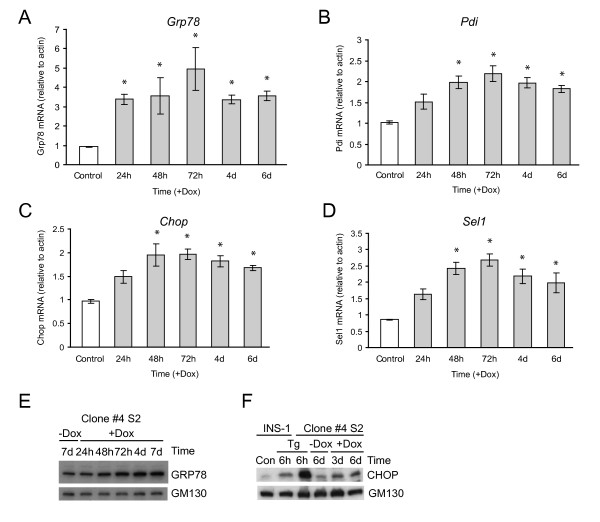
**Expression of insulin 2 (C96Y)-EGFP induces the mRNA and protein of known ER stress response genes**. Clone #4S2 cells were untreated (Control) or treated with 2 μg/ml doxycycline (+Dox) for the times indicated (h, hours; d, days). **A-D**. Total RNA was isolated and the mRNA levels relative to cellular β-actin for *Grp78 *(A), *Pdi *(B), *Chop *(C), *Sel1 *(D) were analyzed by real-time PCR as outlined in the methods. Shown are the mean ± SE of 3 independent experiments. *p < 0.05 relative to control. **E, F**. Clone #4S2 cells were treated as described above, washed in PBS, lysed and equal amounts of protein were resolved by SDS-PAGE and immunoblotted as indicated. Control INS-1 cells exposed to thapsigargin (Tg) were used as a positive control in (F).

We performed additional real-time PCR analysis of other putative ER stress response genes to validate some of the microarray results (Figure 6). Consistent with the microarray data (Table 1) we observed an induction of *Erdj4*, but not the related gene *Erdj5/Dnajc10*, despite the fact that the latter has been shown to be induced by ER stress in other cell types [20,21]. In addition, although not detected by microarray, we observed induction of *Ero1β*, but not *Ero1α *(Figure 6C, D). 

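Dnajb9 (Erdj4), a J-domain co-chaperone of GRP78, rose at 48 h with a log2 fold change of 1.30 (standard error 0.11, adjusted p = 0.0160), with log2 ratios of 1.16, 1.56 and 1.18. Dnajc10 (Erdj5), a J-domain protein with thioredoxin domains, had 0.07 (standard error 0.09, adjusted p = 0.787) at 24 h and -0.08 (standard error 0.11, adjusted p = 0.669) at 48 h. Its log2 ratios at 48 h were -0.34, 0.04 and 0.04. At 5 days Dnajb9 had 0.31 and Dnajc10 -0.06 as labelled, and 1.32 (standard error 0.11, adjusted p = 0.00271) and 0.10 (standard error 0.11, adjusted p = 0.612) with the experiment 1 labels exchanged. The difference between the genes was not tested.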

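Ero1b and Ero1a encode oxidases that pass oxidizing equivalents to protein disulfide isomerase. Ero1b rose at 24 h with a log2 fold change of 0.80 (standard error 0.07, adjusted p = 0.0439) and at 48 h with 0.56 (standard error 0.07, adjusted p = 0.0347). Ero1a had -0.08 (standard error 0.10, adjusted p = 0.769) and -0.06 (standard error 0.08, adjusted p = 0.677) and did not pass the test. The mean ratio of Ero1b was 1.74 ± 0.0910 (SD, n = 3 experiments) at 24 h, below 2-fold in each experiment. For 5 days Ero1b was 0.10 as labelled and 1.11 (standard error 0.17, adjusted p = 0.0167) with exchanged labels, and Ero1a was -0.08 and 0.01 (standard error 0.13, adjusted p = 0.957).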

The former, but not the latter, has been reported to be ER stress-inducible, which is consistent with our results [22]. It is important to note that doxycyline at the same concentration used in these studies added to a parental INS-1 cell line does not induce any changes in *Grp78 *or *Chop *mRNA or protein levels (results not shown), indicating that the changes observed are due to Ins2 (C96Y)-EGFP expression and not the small molecule.

**Figure 6:**
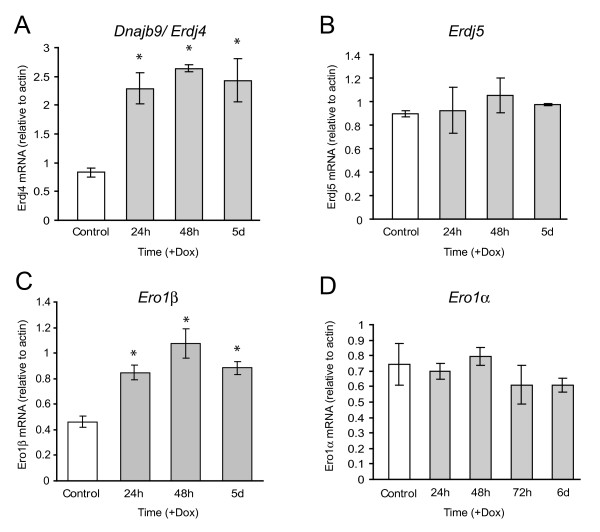
**Expression of insulin 2(C96Y)-EGFP results in the induction of selected genes**. Clone #4S2 cells were untreated (Control) or treated with 2 μg/ml doxycycline (+Dox) for the times indicated. Total RNA was isolated and the mRNA levels relative to cellular β-actin for *Erdj4/Dnajb9 *(A), *Erdj5/Dnajc10 *(B), *Ero1β *(C), *Ero1α *(D) were analyzed by real-time PCR as outlined in the methods. Shown are the mean ± SE of 3 independent experiments. *p < 0.05 relative to control.

Overall, the microarray and real-time PCR results show that Ins2 (C96Y)-EGFP expression causes the induction of many established ER stress response genes, although there is clearly some selectivity in the genes induced.

### Induction of apoptosis following Insulin 2 (C96Y)-EGFP expression

As shown in Table 1, genes associated with apoptosis such as *Chop *and *Trib3 *were already upregulated after 24 h of mutant insulin expression and the expression levels were even greater after 48 h. 

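Of 17 targets of PERK, ATF4 and CHOP, 11 rose at 48 h, none fell and 6 did not pass (15 rose when adjusted over the list alone). Ppp1r15a (GADD34), which directs the dephosphorylation of eIF2α, rose by 0.82 (standard error 0.13, adjusted p = 0.0463). The list's median was 0.65 (camera p = 2.82e-11, adjusted p = 2.22e-10, and adjusted p = 0.363 with an estimated correlation). Among 13 regulators of apoptosis, none passed limma's test at 24 h or 48 h (at an unadjusted p under 0.05, 1 higher and 1 lower at 24 h and 2 and 0 at 48 h, and 1 and 1 higher by the methods' t-test). Bbc3 (PUMA) and Bcl2l11 (BIM), BH3-only proteins, had 0.37 (standard error 0.08, adjusted p = 0.0754) and 0.27 (standard error 0.07, adjusted p = 0.100) at 48 h, and over the fits run their adjusted p ranged from 0.0229 to 0.852 and from 0.0283 to 0.852. The median of this list was 0.01 at 24 h (camera, adjusted p = 0.658) and -0.01 at 48 h (adjusted p = 0.831), and it was -0.04 at 5 days as labelled (adjusted p = 0.419).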

We thus examined whether doxycycline-induced expression of Ins2 (C96Y)-EGFP induces apoptosis. By light microscopy many of the cells appear rounded in comparison to the control cells at about 72 h of mutant protein expression, indicative of dead or dying cells (Figure 7A, arrows). To confirm that cell death was due to apoptosis we measured cytoplasmic DNA-associated histone complexes using a sensitive ELISA assay and found that 48 h to 7-day treatment of doxycycline causes apoptosis in a time-dependent manner (Figure 7B). Western blot analysis also revealed a detectable increase in cleaved caspase-3 by ~3 days of mutant protein expression (Figure 7C). To identify the relative percentage of apoptotic cells in the mutant insulin expressing population we monitored apoptosis by TUNEL assay using FACS analysis, which also allowed for the detection of mutant protein expression by the GFP fluorescence. Addition of doxycycline increased GFP fluorescence depicted on the y-axis, compared to control cells not treated with doxycycline (Figure 7D). The percentage of apoptotic (TUNEL positive) cells is low and comparable to control cells following 24 h doxycycline induction (Figure 7D, left panels). However, mutant protein expression following 5 days of doxycycline treatment leads to the induction of apoptosis in approximately 14% of the population (Figure 7D, right panel).

**Figure 7:**
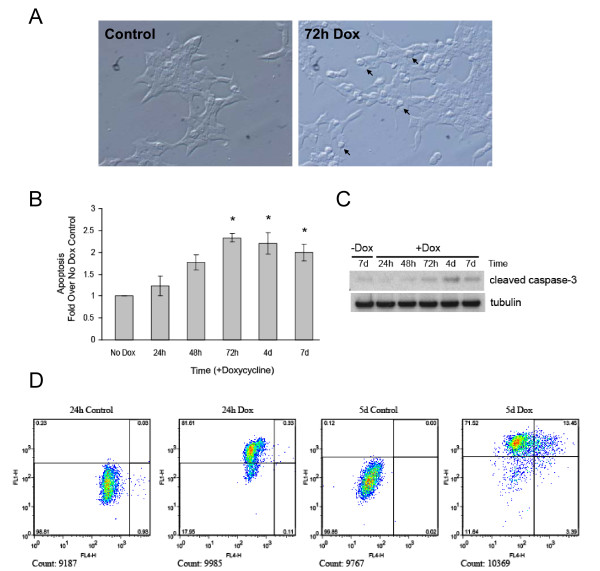
**Expression of insulin 2 (C96Y)-EGFP induces apoptosis**. **A**. Clone #4S2 cells were treated or not with 2 μg/ml doxycycline for 72 h, fixed and imaged by differential interference contrast microscopy. Potentially apoptotic cells with a rounded morphology are indicated (arrows). **B-D**. Clone #4S2 cells were treated with 2 μg/ml doxycycline for the indicated times. **B**. Following the treatments, the cells were lysed and apoptosis was measured using a cell death detection ELISA kit (Roche) as described in the methods. Shown are the mean ± SE of 4 independent experiments. *p < 0.05. **C**. Cells were washed in PBS, lysed and equal amounts of protein were resolved by NuPAGE and immunoblotted using antibodies to cleaved caspase-3 and γ-tubulin. **D**. Cells were fixed and labeled with Alexa Fluor 647 dye-labeled anti-BrdU antibody. Cells were analyzed by flow cytometry; the FL1 laser excites GFP, whereas FL4 excites Fluor 647. Cells in the upper left and right quadrants were classified as mutant insulin expressing, cells in the upper and lower right quadrants were classified as apoptotic. The total number of cells examined is shown below each chart, and the percentage of cells in each quadrant is indicated.

The extent of apoptosis observed in the population expressing Ins2 (C96Y)-EGFP even for extended periods (>5 days) seemed rather low. We hypothesized that the ER stress response in these cells, particularly the induction of ERAD genes, might be responsible for maintaining cell survival by degrading the misfolded insulin and preventing accumulation to toxic levels. We therefore examined whether inhibiting the ERAD system might sensitize the cells to cell death. As a first approach we inhibited proteasome function using lactacystin. Cells were induced with doxycycline for 48 h then treated or not with lactacystin and cell apoptosis was monitored. Inhibition of the proteasome resulted in a significantly higher percentage of apoptotic cells in the population (Figure 8A). This was also accompanied by an increase in the cellular levels of ubiquinated proteins (Figure 8B, **left panel**) and an increase in the levels of Ins2 (C96Y)-EGFP fusion protein and degradation fragments (Figure 8B, **right panel**). These results suggest that inhibiting ERAD increases misfolded protein levels and enhances ER stress-induced apoptosis.

**Figure 8:**
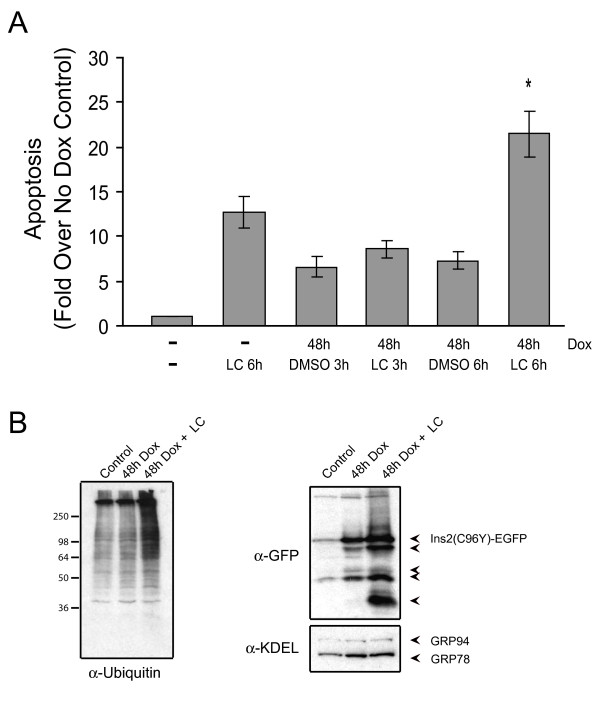
**The proteasome inhibitor lactacystin increases susceptibility of the mutant insulin expressing clone to apoptosis**. **A**. Clone #4S2 cells were untreated or treated with 2 μg/ml doxycycline for 48 h. Cells were then untreated or treated with 10 μM of lactacystin (LC) or an equivalent volume of DMSO for the times indicated. Apoptosis was measured using a cell death detection ELISA kit as described in the Methods. Shown are the mean ± SE of 3 independent experiments. *p < 0.05. **B**. Following 42 h of doxycycline treatment, cells were untreated, or treated with 10 μM of lactacystin (LC) or an equivalent volume of DMSO for 6 h in the presence of doxycycline. The cells were washed in PBS and lysed. Cell lysates (left panel) or TX-100 insoluble material (right panel) were resolved by SDS-PAGE and immunoblotted using the indicated antibodies. Note the increase in the levels of degradation products detected by the GFP antibody with LC treatment (arrowheads).

As an alternative approach for inhibiting ERAD we targeted the Herp protein which was found to be induced early by mutant insulin expression (Table 1). Herp has been implicated in ERAD of certain misfolded proteins [23], although whether it is required for misfolded insulin degradation has not been examined. We first confirmed that the Herp protein is induced in response to mutant insulin expression (Figure 9A). To perturb ERAD function, we blunted the induction of Herp expression using siRNA (Figure 9B, C). Reducing Herp expression by about 40-50% resulted in an increase in the steady-state levels of the mutant insulin protein, even in the absence of doxycycline induction (Figure 9B). This also increased apoptosis levels in the population relative to control siRNA transfected cells (Figure 9D). With doxycyline induction for 48 h the levels of Ins2 (C96Y)-EGFP in Herp siRNA-treated cells was increased relative to control siRNA transfected cells, but the effect was small (Figure 9B). In some experiments we also observed a reduction in the degradation fragments in Herp siRNA-treated cells (see Figure 9B, **Expt.#2**, low exposure), but this was not a consistent finding (Figure 9B, **Expt.#1**). The inconsistent results may be due to the inefficient knock-down of the Herp protein achieved in these studies. Regardless, the levels of apoptosis in the population depleted of Herp expression was significantly higher compared to control siRNA-transfected cells as measured by cleaved caspase 3 levels (Figure 9E). Altogether, these results suggest that the mutant insulin is an ERAD target and that Herp function is required for its degradation and that reducing Herp levels increases mutant insulin levels and sensitizes the cells to apoptosis.

**Figure 9:**
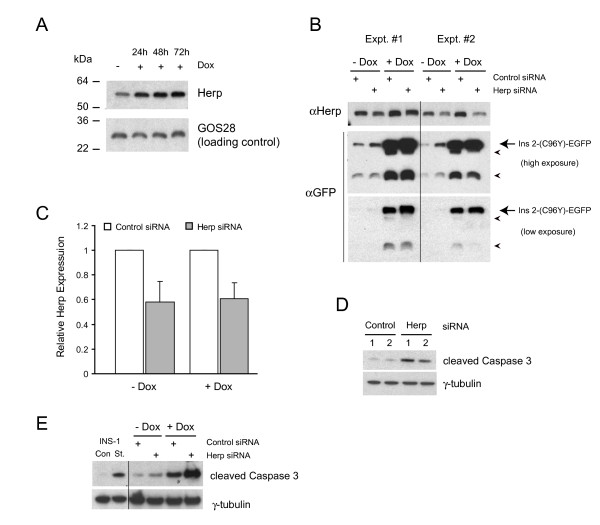
**Inhibiting Herp expression increases insulin 2 (C96Y)-EGFP levels and enhances apoptosis**. **A**. Clone #4S2 cells were untreated or treated with 2 μg/ml doxycycline for the times indicated and cell lysates were prepared and immunoblotted. **B**. Clone #4S2 cells were transfected with control siRNA or an siRNA directed against Herp and treated or not with doxycycline for 48 h. Cells were lysed and immunoblotted as indicated. A low and high exposure of the anti-GFP western blot is shown. Results from two of four independent experiments are shown. **C**. Immunoblots were quantified and the mean relative expression of Herp from 4 independent experiments is presented. **D**. Clone #4S2 cells were transfected with control or Herp siRNA and 48 h later apoptosis was measured by immunobloting for cleaved caspase 3. Results from two experiments are shown. **E**. Clone #4S2 cells were transfected as in (D) and 24 h later doxycycline was added or not for 48 h and apoptosis was measured by immunobloting for cleaved caspase 3. INS-1 cells treated or not with 0.3 mM straurosporine (St.) was included as a positive control for cleaved caspase 3.

## Discussion

The UPR is an essential process by which cells respond to the accumulation of misfolded protein in the ER. This can occur either physiologically, as a result of acute secretory protein load, or as a result of pathological insults that may impede protein folding capacity. The basic ER stress response is well established involving an acute translational attenuation followed by the upregulation of a transcriptional profile that includes ER chaperone genes, ERAD components, protein transport genes, among others [2]. However, it is probable that different cell types have a unique profile of upregulated genes that are dependent on a particular cells function and the secretory proteins it produces. The goal of the present study was to examine the ER stress response in the insulin producing pancreatic β-cell. To do this we developed a pancreatic β-cell culture model with inducible expression of a folding-deficient insulin fusion protein based on the proinsulin mutation found in the Akita mouse [9]. The rationale behind this approach was that regulated expression of a single misfolded protein would allow for a temporal characterization of the UPR in β-cells. This may reflect the ER stress response to physiological conditions (acute insulin synthesis) and potentially a chronic response induced by pathological conditions occurring in type 2 diabetes (chronic insulin biosynthetic demands coupled with the effects of chronic free fatty acids, glucose and cytokines that induce ER stress).

Using the tetracycline/doxycycline-regulated expression system we created a double stable INS-1 cell clone with stable integration of the pTet-ON regulatory plasmid and the Ins2 (C96Y)-EGFP plasmid driven by the Tet/Dox-responsive promoter. The EGFP tag was used in order to facilitate selection of stable clones, as well as for sorting of the positive clones for cells with high expression of the Ins2 (C96Y)-EGFP fusion protein. In the clone selected for the studies basal expression of the mutant insulin is low, although detectable. Following doxycyline addition the mutant insulin is markedly induced by 24 h, reaching maximal expression by ~72 h and expression is maintained for several days. Expression of the mutant insulin fusion protein leads to a swollen ER lumen that is readily detectable in many cells and is indicative of misfolded protein accumulation and a stressed ER. This result is similar to the phenotype observed in the β-cells of Akita mice [9]. As expected, expression of folding-deficient Ins 2 (C96Y)-EGFP fusion protein resulted in the induction of UPR pathways (PERK, IRE1 and ATF6).

To analyze the ER stress response in the cell line we performed microarray expression profiling and real time PCR analysis at various times following mutant protein expression. We chose time-points of Ins2 (C96Y)-EGFP expression when no significant apoptosis was observed (24 h) and longer expression time points (48 h and 5 days), when apoptotic cell death was detectable. After 24 h, 45 genes were induced, while the number of induced genes was substantially increased after 72 h (86) and 5 days (68). Interestingly, the number of downregulated genes was also increased at the longer incubation times (37 and 56 after 48 h and 5 d of doxycycline induction, respectively). This may reflect the observation that prolonged activation of IRE1α can result in relaxed specificity and cleavage of cellular mRNAs [24], resulting in the downregulation of some genes as a result of prolonged ER stress.

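Genes of beta-cell identity and secretion were among those that fell. Mafa, a transcription factor of the insulin gene, fell at 48 h with a log2 fold change of -1.07 (standard error 0.07, adjusted p = 0.0118), the prohormone convertase Pcsk1 with -1.02 (standard error 0.12, adjusted p = 0.0271), its relative Pcsk2 with -0.69 (standard error 0.08, adjusted p = 0.0260), and Kcnj11, a subunit of the ATP-sensitive potassium channel, with -0.99 (standard error 0.08, adjusted p = 0.0139). Sytl4 fell with -1.57 (standard error 0.08, adjusted p = 0.00669). Of 29 genes of this list, 5 fell at 48 h, none rose and 24 did not pass (14 fell when adjusted over the list alone), against 1 at 24 h (8 over the list alone). The median was -0.12 at 24 h (camera p = 5.06e-04, adjusted p = 0.00130, and adjusted p = 0.486 with an estimated correlation) and -0.23 at 48 h (camera p = 2.15e-06, adjusted p = 6.44e-06, and adjusted p = 0.363 with an estimated correlation). At 5 days it was -0.17 as labelled (camera p = 1.36e-07, adjusted p = 4.89e-07, and adjusted p = 0.363 with an estimated correlation). With exchanged labels it was -0.25 (camera p = 3.87e-09, adjusted p = 1.49e-08, and adjusted p = 0.112 with an estimated correlation), and with the 5-day arrays fitted alone none fell, over all probe sets or over the list alone. In the fit of all arrays with exchanged labels 8 fell (13 over the list alone). Kcnj11 had -1.49 (standard error 0.26, adjusted p = 0.0230), Pcsk2 -1.47 (standard error 0.21, adjusted p = 0.0119) and Gcg -3.22 (standard error 0.28, adjusted p = 0.00271). As labelled with 1 experiment left out, Kcnj11 ran from -1.83 to -0.18 and Pcsk2 from -1.75 to -0.18. Gcg then ran from -2.78 to 0.66 and the list's median from -0.32 to -0.10. One of the 3 doxycycline libraries of 5 days has a GAPDH 3'/5' ratio of 2.91. Probe sets at least 2-fold lower in 2 experiments at 24 h and 48 h shared 6, where independent lists would share 0.0206. Those at 48 h and 5 days shared 14 as labelled (0.127) and 18 with exchanged labels. The numbers for independent lists are a reference only, since arrays of different times may not be independent.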

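Transcripts reported elsewhere as substrates of IRE1α were tested as a list of 5 genes. None passed limma's test at 24 h or 48 h (0 higher and 0 lower at an unadjusted p under 0.05 at 24 h, 1 and 0 at 48 h, and 1 and 0 at 24 h by the methods' t-test, 0 and 0 at 48 h). The median log2 fold change was -0.07 at 24 h (camera, adjusted p = 0.628) and -0.09 at 48 h (adjusted p = 0.658). For 5 days it was -0.03 as labelled (adjusted p = 0.914) and -0.12 with the experiment 1 labels exchanged (adjusted p = 0.281). A list of this size leaves small shifts undetectable, and the arrays do not measure cleavage.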

After 24 h of Ins2 (C96Y)-EGFP expression the most consistently induced genes were ER resident chaperones and co-chaperones (*Grp78*, *Erdj4*, *P58*^*IPK *^, *Erdj3*, *Fkbp11*) and an ERAD component (*Herp*). 

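Of the 29 chaperones and folding enzymes, 27 had a ratio above 1 in all 3 experiments at 24 h and none had a ratio below 1 in all 3. At least 2-fold in every experiment were 5, and 1 more was so in 2 experiments. Dnajc3 had log2 ratios of 1.04, 1.16 and 1.06, Fkbp11 of 1.28, 1.23 and 1.23, Dnajb9 of 0.89, 0.99 and 1.10 and Dnajb11 of 0.90, 0.85 and 0.92. Of 19 genes of ER-associated degradation, 13 were higher in all 3 experiments. Among 37 transport genes 36 were, and none was at least 2-fold higher in 2 or more experiments.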

The J-domain containing co-chaperones (*Erdj4*, *P58*^*IPK *^) have been shown to be induced by ER stress in various cell types [20,25-32]. Recently, P58^IPK ^and ERdj3 have been found to interact with misfolded proteins in the ER prior to recruitment of the chaperone GRP78 [26,29,30,32]. In addition, these proteins have also been implicated in targeting misfolded proteins for degradation via the ERAD system [20,28]. Thus, expression of misfolded insulin causes the induction of chaperone proteins early in an effort to fold the mutant insulin. These chaperones are maintained at high levels throughout the time course of mutant insulin induction and some may assist in degradation of the misfolded molecule once folding is found to be futile (discussed below). 

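At 48 h, 26 of the 29 chaperones and folding enzymes were higher in all 3 experiments, 1 was lower in all 3 and 10 were at least 2-fold in 2 or more. At 5 days 6 were 2-fold in 2 or more as labelled, and 15 with the experiment 1 labels exchanged, of which 6 in all 3. Dnajb11 had 0.39 as labelled and 1.32 (standard error 0.12, adjusted p = 0.00290) with exchanged labels. Of the 37 transport genes 18 rose at 5 days with exchanged labels in the fit of all arrays (28 over the list alone, median 0.42, camera p = 4.36e-20, adjusted p = 3.93e-19, and adjusted p = 0.0280 with an estimated correlation), and of 19 N-glycosylation genes 9 rose (14 over the list alone, median 0.37, camera p = 8.06e-11, adjusted p = 3.95e-10, and adjusted p = 0.0333 with an estimated correlation). With the 5-day arrays fitted alone none of either passed over all probe sets (10 and 7 over the lists alone). As labelled, the medians were 0.12 (adjusted p = 0.467) and 0.13 (adjusted p = 0.522). No probe set passed the test of the difference between 5 days and 48 h (914 larger and 668 smaller at an unadjusted p under 0.05, smallest adjusted p = 0.425) or between 5 days and 24 h (739 and 485, smallest adjusted p = 0.629). Of the probe sets that rose at 48 h, 130 were among the 284 higher at 5 days with exchanged labels. Independent lists would share 6.61, but arrays of different times may not be independent. From published work on the binding of misfolded proteins by P58IPK and ERdj3, the paper concludes that the chaperones are induced early in an attempt to fold the mutant insulin. It proposes that some chaperones, held high over the time course, assist in its degradation once folding fails.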

The importance of P58^IPK ^function in normal pancreatic β-cells *in vivo *is evidenced by increased pancreatic β-cell apoptosis and hyperglycemia in knock-out mice [33]. However, the detailed molecular function of these co-chaperones in β-cells has not been examined to date.

Interestingly, although there are six mammalian DNAJ domain-containing proteins, we only found a subset to be induced by mutant insulin expression. 

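Among ER proteins with a J domain, Dnajc3 and Dnajb11 rose at 48 h with log2 fold changes of 1.26 (standard error 0.10, adjusted p = 0.0160) and 1.03 (standard error 0.07, adjusted p = 0.0126). Sec63, the J-domain partner of GRP78 at the translocon, had 0.35 (standard error 0.07, adjusted p = 0.142) at 24 h and rose at 48 h with 0.53 (standard error 0.07, adjusted p = 0.0350). Dnajc1 (Erdj1) did not pass at either time, with 0.15 (standard error 0.07, adjusted p = 0.393) and 0.20 (standard error 0.08, adjusted p = 0.212). At 5 days Sec63 had 0.23 as labelled and 0.67 (standard error 0.08, adjusted p = 0.00867) with exchanged labels, and Dnajc1 0.08 and 0.39 (standard error 0.09, adjusted p = 0.0529). Sec63 and Dnajc1 were chosen outside the rule for named genes, after the data were available. Whether the effects of the J-domain genes differ from each other was not tested.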

Notable among those that were not upregulated is ERdj5. Recently, expression of a folding-deficient version of the secreted protein surfactant protein C in HEK293 cells caused the induction of various ER stress response genes, including *Erdj4 *and *Erdj5*, which were shown to be required for degradation of the folding-deficient surfactant protein C [20]. Surfactant protein C, like proinsulin, contains disulfide bonds, but is not glycosylated. Thus, it is interesting that we do not observe induction of *Erdj5 *in β-cells expressing folding-deficient proinsulin. A recent report, however, has shown that ERdj5 can interact with EDEM proteins and is required for reducing disulfide bonds on misfolded, glycosylated proteins prior to retrotranslocation [21]. 

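Edem1 and Edem2 encode mannosidase-like ER proteins that hand misfolded glycoproteins to degradation. Edem1 had log2 fold changes of 0.56 (standard error 0.08, adjusted p = 0.0899) at 24 h and 0.25 (standard error 0.08, adjusted p = 0.152) at 48 h. Edem2 had 0.52 (standard error 0.07, adjusted p = 0.0689) at 24 h and rose at 48 h with 0.51 (standard error 0.08, adjusted p = 0.0424), below 2-fold in each experiment (0.53, 0.40 and 0.59). Over the fits run, limma's adjusted p at 24 h went down to 0.0237 for Edem1 and 0.0179 for Edem2, while neither passed in the fit of all arrays. At 48 h the lowest for Edem1 was 0.0974. The Edem3 probe set lay below the filter on mean signal and was not tested. Of 19 genes of ER-associated degradation, 7 rose at 48 h, none fell and 12 did not pass (13 rose when adjusted over the list alone), among them Sel1l with 1.35 (standard error 0.09, adjusted p = 0.0115). The median was 0.37 (camera p = 3.07e-07, adjusted p = 1.04e-06, and adjusted p = 0.363 with an estimated correlation). At 5 days it was 0.00 as labelled (adjusted p = 0.330) and 0.42 with the experiment 1 labels exchanged, where 4 rose in the fit of all arrays (9 over the list alone, camera p = 6.65e-05, adjusted p = 1.56e-04, and adjusted p = 0.0868 with an estimated correlation). None passed in the 5-day arrays fitted alone, over all probe sets or over the list alone. In the fit of all arrays Edem2 had 0.71 (standard error 0.10, adjusted p = 0.0108) and Edem1 0.54 (standard error 0.17, adjusted p = 0.122), with exchanged labels.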

*EDEM *genes were not detected in the microarray analysis, suggesting that proinsulin may not require EDEM or ERdj5 for its degradation.

Comparing the UPR response observed in our study to ER stress responses in other cell types shows that some of the early chaperone genes induced by mutant protein expression are not observed in other systems. For example, tunicamycin treatment of neuroblastoma cells [34] or expression of a retroviral protein in astrocytes, which induces ER stress [35], did not cause an upregulation of *Erdj4*, *P58*^*IPK *^, *Erdj3*, or *Fkbp11*. Importantly, all of these genes have been shown to be induced by ER stress caused by prolonged palmitate exposure in cultured mouse MIN6 cells [36]. Saturated FFAs have been shown to induce ER stress in pancreatic β-cells and this may contribute to β-cell dysfunction [15,36,37]. In addition, a recent proteomic study examining islets from a diabetic insulin resistant mouse model has shown that the protein (and mRNA levels) of some of these (P58^IPK ^, ERdj3, Fkbp11) are upregulated [38]. Thus, the induction of these genes/proteins are likely important cell protective ER stress response proteins in β-cells and a detailed biochemical analysis of their function in mediating proinsulin folding and/or degradation is warranted.

In addition to ER chaperone genes and ERAD components, several other genes were found to be induced early as a result of Ins2 (C96Y)-EGFP expression, including *Sdf2l1*, *Armet *and *Creld2*. All three were abundantly upregulated at both early and late time points. The exact functions of the protein products of these genes in the ER stress response is largely undefined, although these proteins have also been reported to be induced by ER stress-inducing compounds such as tunicamycin in other cell types [39-41].

The appearance of prominent lower migrating bands recognized by anti-GFP antibodies indicates that the Ins2 (C96Y)-EGFP fusion protein is being degraded. Similar cleavage products have been detected with wild-type proinsulin tagged with GFP at the C-terminus and was suggested to occur from non-specific cleavage of the fusion protein at some point along the secretory pathway [42]. In the case of the Ins2 (C96Y)-EGFP the cleavage products are not efficiently immunoprecipitated by anti-GFP antibodies and are not detected in ER fractions. Thus, the smaller migrating bands recognized by GFP antibodies are likely degradation products of proteolysis occurring in the cytoplasm. The full-length mutant insulin fusion protein appears to be inaccessible to the secretory pathway and is retained in the ER, which is consistent with a report showing that the C96Y mutation in proinsulin results in misfolding of the molecule and retention in the ER [42].

The Ins2 (C96Y)-EGFP fusion protein is likely degraded by the ubiquitin-dependent ERAD system. The ERAD-associated genes *Herp *and *Sel1 *were induced by mutant insulin expression, which is consistent with the finding that *Sel1 *is upregulated in Akita islets [43]. Inhibiting the 26S proteasome resulted in an increase in the levels of Ins2 (C96Y)-EGFP and sensitized the cells to cell death. This was also the effect observed by reducing Herp expression using siRNA, a protein recently shown to be required for the degradation of a disulfide bond-containing mutant version of the kappa light chain [23]. The process of Ins2 (C96Y)-EGFP degradation however, may be quite complex. If the proteasome was responsible for generating the degradation fragments observed (Figure 2) than inhibiting the proteasome would be expected to not affect the steady-state levels of these fragments; new fragments would be prevented from being generated from Ins2 (C96Y)-EGFP and fragments already present prevented from being degraded. However, most degradation fragments were actually increased by proteasome inhibition (Figure 8B), suggesting that other proteases may be responsible for generating the degradation fragments that are then targeted for ubiquitin-dependent degradation.

It should be pointed out that although expression of the Ins2 (C96Y)-EGFP fusion protein induces ER stress and degradation of the fusion protein, due to the presence of the EGFP tag the degradation of the fusion construct may not be identical to the degradation of untagged proinsulin C96Y. Furthermore, it is possible that the ER stress response elicited by untagged proinsulin C96Y is different compared to that of Ins2 (C96Y)-EGFP. These possibilities should be explored in future studies.

This model system also allowed us to examine potential gene expression changes associated with ER stress-induced cell death. An upregulation of the pro-apoptotic transcription factor *Chop *and one of its target genes (*Trib3*) was evident by 24 h of Ins2 (C96Y)-EGFP expression, which is indicative of PERK pathway activation and is likely to be a normal physiological response. At this time point no significant apoptosis is detected in the population. After 48 h of mutant insulin expression however, the levels of *Chop *and *Trib3 *were even higher, which coincided with detection of apoptosis in the population. Thus, a sustained increase in the levels of CHOP and TRIB3 proteins may tilt cells towards apoptosis induction. Pancreatic β-cells of CHOP-deficient heterozygous Akita mice are partially protected from cell death [12], although clearly there are other factors also involved. In the mutant insulin expressing cell line the most highly induced gene after 48 h was *Trib3*. Recently, the TRIB3 protein has been shown to be induced by the PERK-ATF4-CHOP pathway and has been implicated in mediating apoptosis [18,19] and in hyperglycemia-induced pancreatic β-cell death [44]. The mechanism of this effect, however, is unclear. Whether the TRIB3 protein is responsible for apoptosis induction and how much of the apoptosis is TRIB3-dependent in this model system requires future study.

Despite the abundant upregulation of *Chop *and *Trib3 *in response to mutant insulin expression, the level of apoptotic cells in the population remained rather low, even after long term expression of the mutant construct. This is likely because one of the main cell protective effects induced by the UPR, ERAD, is also upregulated. Inhibition of ERAD by inhibiting the cytosolic proteasome or inhibiting Herp upregulation sensitizes the cells to apoptosis, supporting the notion that the ERAD pathway may support cell survival by degradation of misfolded insulin.

## Conclusions

The β-cell model of ER stress described in this study has allowed for a detailed characterization of the ER stress response induced by misfolded Ins2 (C96Y)-EGFP expression and for the identification of both cell protective and possible cell destructive genes. The repertoire of genes/proteins induced is unique to this cell type compared to the UPR induced in other cell types, perhaps reflecting the unique role of β-cells to produce insulin. The Herp protein and ER-associated degradation is essential for maintaining cell survival in cells expressing mutant insulin. The cell model developed here will be useful in studies examining the function of ER stress-induced genes.

## Competing interests

The authors declare that they have no competing interests.

## Authors' contributions

TH was responsible for apoptosis analysis and the real-time PCR and microarray studies. EL was responsible for generating the mutant insulin expressing cell line and some of the studies examining the ER stress response. MS contributed experiments reported in Figure 9. TT and LZ contributed experiments reported in Figure 4. All authors made substantial contributions to the design of the experiments, acquisition and analysis of data and preparation of the figures. AV supervised these studies and prepared the manuscript. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 **This file lists all the genes whose expressed increased or decreased >2-fold in at least two of three independent experiments**. Excel file presenting all of the Affymetrix probes whose expression was increased or decreased by at least 2 fold between doxycycline-treated vs. control, untreated INS-1 clone #4S2 cells. 

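The probe sets at least 2-fold higher in 2 or more experiments were matched to those listed in Additional file 1. At 24 h, 36 of the 49 probe sets the paper lists as higher and 5 of the 7 it lists as lower were among them. At 48 h these were 61 of 93 and 18 of 39. For 5 days, 19 of 72 and 35 of 58 were matched as labelled, and 46 and 38 with the labels of experiment 1 exchanged. The log2 ratios computed from the signals correlated with the paper's ratios for the same experiment at r = 0.957, 0.977 and 0.982 at 24 h (20, 53 and 53 probe sets), 0.987, 0.982 and 0.971 at 48 h (111, 123 and 121) and 0.986 and 0.982 in experiments 2 and 3 at 5 days (112 and 104). These correlations run across probe sets, which are not independent replicates. In experiment 1 at 5 days, 0 of the 73 listed ratios had the direction of the libraries as labelled.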

Data from 3 independent experiments (N = 1, N = 2, N = 3) for all doxycycline treatment time points (24 h, 48 h, and 5 days) is shown. Note that gene descriptions for these tables are provided by the GeneSpring software. Bold indicates probes whose expression was changed in all three experiments, while regular font indicates genes that were changed in at least 2 of 3 independent experiments. The primary data files for the microarray experiments have been deposited in the Gene Expression Omnibus (GEO) database (GSE22537). Click here for file

Additional file 2 **This file lists the well substantiated genes whose expressed increased or decreased >2-fold in at least two of three independent experiments**. Excel file presents expression data for well substantiated genes derived from the data presented in additional file 1. The putative function of the genes is derived from the NCBI database. Data from 3 independent experiments for all doxycycline treatment time points is provided. Click here for file

How the deposited data were processed for this re-analysis (not part of the article)

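Total RNA from clone #4S2 cells, untreated or treated with 2 µg/ml doxycycline for 24 h, 48 h or 5 days, had been hybridized by the authors to Affymetrix rat genome arrays, 1 array for each of 3 independent experiments in each of the 6 groups, 18 arrays in all. The authors deposited linear signal intensities, 1 per probe set and array. The arrays had been scaled before deposit, since the 2% trimmed mean of each array lies between 500.14 and 500.17, and the program that computed the intensities and its background correction are not given in the sources used here. No detection calls were used here. Samples were assigned to treatment, time and experiment from their labels. Same-numbered control and doxycycline arrays were taken as a pair, as in the ratios the paper lists per experiment. In a check of this pairing, the deviations of paired arrays from their group means correlated at 0.667, 0.484 and 0.662 at 24 h, 0.578, 0.256 and 0.359 at 48 h and 0.149, 0.142 and 0.109 at 5 days. No 2 of the 18 arrays held identical values in 153 comparisons.

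Of 31099 probe sets, 57 controls were left out. Gene names came from the platform annotation, in which 20832 probe sets have 1 gene and 436 have several, while 9780 of the 31042 without controls have none, and no gene was named from a probe set with several. A probe set without a gene there took the name that Additional file 2 gives it, which among the genes named in the text holds for Pdia3, Sel1l, Pycr1 and Pcsk1. Of those with 1 gene, 20764 matched the RefSeq gene table of the rat assembly GRCr8 by gene number, from which current names were taken, and the 20832 cover 14218 different genes. For Table 1 the probe sets that Additional file 2 gives were used. The annotation gives 5 of the probe sets listed there to another gene, among them those of Myo1g and Ell3, the latter to Pdia3. Otherwise a gene was represented by its probe set of highest mean signal. No coordinates were used here.

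Because the medians of the arrays differed by up to 0.603 log2 units, the deposited intensities were quantile normalized. Values under the 10th percentile of all values, 5.99, were set to it, and the log2 was taken. The 15521 probe sets at or above the 50th percentile of mean log2 signal were tested, so genes of low signal were not examined. Limma (version 3.58.1, R 4.3.3) was fitted to all arrays with the 9 pairs as blocks and a doxycycline effect for each time, and p-values were adjusted by Benjamini-Hochberg, with a threshold of 0.05. Differences between times were contrasts of the same fit. A second fit used the 6 arrays of 1 time point with its 3 pairs. Ratios of doxycycline to control were computed per experiment, and probe sets with a ratio of at least 2, or at most 0.5, in 2 or more of the 3 experiments were counted, as in the paper, whose further statistical criterion is not specified in its text. The methods' t-test was run on the same values as an alternative.

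Genes on 18 lists were tested together with camera at a preset correlation between genes of 0.01 and again with an estimated correlation, adjusted over lists and times. The lists hold ER chaperones and folding enzymes, ER-associated degradation, targets of PERK, ATF4 and CHOP, amino acid synthesis and transport, cytosolic aminoacyl-tRNA synthetases, ER translocation and ER-Golgi transport, N-glycosylation, beta-cell identity and secretion, apoptosis regulators, cell cycle, sterol and fatty acid synthesis, reported IRE1α substrates, interferon-stimulated genes, cytosolic heat shock proteins, NRF2 targets, and markers of fibroblasts, acinar cells and other islet cells. They name 372 genes, of which 341 have a probe set with 1 gene, and 343 with those that Additional file 2 names. Genes named in the text are those of Table 1 and of the paper's text, whose values in the paper's tables had been seen, the 10 largest increases and 10 largest decreases past the threshold at each time that went the same way in 3 pairs, the 4 members of each list with the largest change, and genes the paper lists as reduced. Since the fit of all arrays called no probe set, the second of these rules was applied to the fits of 24 h and 48 h alone and to the fit with exchanged labels at 5 days. Dnajc1 and Sec63, members of the chaperone list, were named after their values had been seen.

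The procedure was tested on simulated data with the mean of each probe set and the spread within and between pairs of the 24 h and 48 h arrays, in which 66, 64 and 60 of the 15521 tested probe sets were changed by 1.5, 2 and 4-fold. In the order 24 h, 48 h and 5 days, the fit of all arrays recovered 77.3%, 75.8% and 74.2% of the 1.5-fold changes and 93.8%, 92.2% and 92.2% of the 2-fold changes. The fits of 1 time point recovered 40.9%, 39.4% and 33.3% and 89.1%, 92.2% and 85.9%. All 4-fold changes were recovered by both. False calls were 9, 11 and 20 by the fit of all arrays and 5, 7 and 8 by the others. In the 24 h arrays fitted alone, Trib3 and Slc7a11 did not pass at mean log2 ratios of 2.19 and 2.14, above 4-fold. The simulated recovery thus does not cover genes whose ratios vary as much between experiments as theirs. When the labels of 1 pair at 5 days were exchanged in the simulated data, the fit of all arrays recovered 0 of the changes at each time point. Alternatives were the values without quantile normalization, no filter or a filter at the 70th percentile, floors at the 25th and 1st percentiles, no pair block, array weights, an intensity trend, separate fits, each replicate left out in turn, a mean over the probe sets of a gene and other forms of the 2-fold rule. Added after seeing the data were fits with the labels of experiment 1 at 5 days exchanged, with or without the block or experiment 2, fits without the 5-day arrays or 1 of their pairs, averages over the experiments the paper lists, as labelled and with that exchange, and over the probe sets it lists. Array quality was checked from the 3' and 5' control probe sets of GAPDH and actin. The actin 3'/5' ratio was higher with doxycycline in each pair of 24 h and 48 h. It went from 1.96 to 1.97, 1.66 to 1.72 and 2.17 to 2.60 at 24 h. At 48 h it went from 1.76 to 1.87, 2.28 to 2.74 and 2.25 to 2.40. At 5 days as labelled it went from 2.22 to 1.64, 1.97 to 5.26 and 2.195 to 2.232 in experiments 1, 2 and 3. Whether this bears on the changes with doxycycline was not tested. The array number, 3 per group, limits the precision of every value. Ratios, correlations and tests of explanations were computed with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1, and figures with matplotlib 3.10.9. The paper's real-time PCR, imaging, protein and cell death measurements were not analysed here.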

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

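The list tests behind the values below were planned, while every test of an explanation and every count of other splits was chosen only after the result was seen. No test of the following gene groups is given in the paper, although Additional file 1 lists probe sets of 12 members of the amino acid list, 5 of the synthetases, 3 of N-glycosylation, 5 of the beta-cell list and 0 of the cell cycle list. Genes of amino acid synthesis and transport had a median log2 ratio of 0.74 at 24 h and 1.18 at 48 h. Cytosolic aminoacyl-tRNA synthetases stood at 0.42 and 0.59, and genes of N-glycosylation at 0.31 and 0.41. Lower medians were found for genes of beta-cell identity and secretion, at -0.12 and -0.23, and for genes of the cell cycle, at -0.14 and -0.32.

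In experiment 1 at 5 days the doxycycline ratios ran opposite to those of experiment 3, with r = -0.289, while r was -0.0384 with experiment 2. The median of the chaperones was -1.06, 1.04 and 0.52 in experiments 1, 2 and 3, and that of the PERK, ATF4 and CHOP targets -0.62, -0.88 and 0.63. Degraded RNA is argued against by a GAPDH 3'/5' ratio of at most 1.09 in this pair, within the range of 15 other arrays (1.06 to 1.19), and quantile normalization by r = -0.283 between the ratios of experiments 1 and 3 on the values without it. An exchange of the control and doxycycline labels of the pair is a candidate explanation that stays open, since its log2 ratios correlate at r = -0.985 with the ratios the paper lists for that experiment. Both libraries also lie out of place, with a chaperone level of 0.31 in the library labelled control against -0.57 and -0.33 in the other controls, and -0.64 in the library labelled doxycycline against 0.55 and 0.23. These levels do not use the paper's ratios. An inversion of the paper's ratios for experiment 1 would leave the deposited signals unchanged. As the source of this pattern it is argued against by these levels and by r = -0.289 between the deposited experiments 1 and 3. The correlation of the paper's ratios for experiment 1 with the deposited pairs 2 and 3 (0.618 and 0.858) decides nothing further. The paper's list holds probe sets that changed alike in 2 or more experiments. No biological explanation was tested.

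Targets of ATF4 lay near the control level in experiment 1 at 24 h and near or below it in experiment 2 at 5 days. ER stress in these control cultures is argued against by their chaperone level, which was -0.29 and -0.24 log2 units relative to the other controls of that time, leaving out the 5-day library of experiment 1. Degraded RNA is argued against in the 24 h pair by GAPDH 3'/5' ratios of 1.06 in the control and 1.09 in the doxycycline array. In the 5-day pair the control array has 1.06, but the doxycycline array has 2.91, so degraded RNA stays open there. A raised level in the control array is a candidate explanation that stays open, since the amino acid genes were 1.26 and 2.09 log2 units above the other controls, while the doxycycline arrays of these pairs differed from the other doxycycline arrays by 0.22 and 0.16. For 5 days the comparison is with replicate 3 alone, and with replicate 1 as labelled included the values are 1.56 and 0.48. What raised these genes in the untreated cultures was not tested.

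The library labelled doxycycline, 5 days, replicate 2, correlated least with the others. Its median correlation after quantile normalization was 0.870, against 0.956 to 0.977 for the other arrays. Treatment for 5 days as the whole explanation is argued against by replicate 3 of the same group, at 0.973. RNA with a 3' bias is a candidate explanation that stays open, with a GAPDH 3'/5' ratio of 2.91 against 1.05 to 1.19. Brightness of the whole array cannot be told apart, since its median signal of 91.2 was the lowest of all and the correlation after normalization is the pattern itself. Whether that culture differed in its biology was not tested.

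The 3 pairs of a time point allow 4 splits, and the 6 pairs of 2 time points allow 10, too few for a share under 0.05. In the fit of all arrays limma called 0, 0 and 0 probe sets at 24 h, 48 h and 5 days (346 higher and 239 lower, 1014 and 801, and 1178 and 1068 at an unadjusted p under 0.05, and 486 and 293, 1264 and 1082, and 179 and 106 by the methods' t-test), as many as in 4 of 4 splits each, with a highest other count of 0, 0 and 425. The split with 425 calls is the one that exchanges the labels of experiment 1 at 5 days, and a count so far above the real one points to a structure of these samples. The fits of 1 time point alone gave 32, 546 and 0 calls, against a highest other count of 0 at each time, so that 1, 1 and 4 of the 4 splits were as large. Gene lists past camera's threshold numbered 9, 9 and 5, with 8, 9 and 8 as the highest other, and 1, 3 and 4 splits as large. For the differences between time points the real count and the highest other were 0, and 10 of 10 splits were as large.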

How the results depend on the processing

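The alternatives with the labels of experiment 1 at 5 days exchanged, without single 5-day pairs or without all 5-day arrays, those that average only the experiments the paper lists, and the average over the probe sets it lists, were chosen after seeing the data, and the others were planned. At 24 h and 48 h each of the 9 lists past camera's threshold kept its direction and stayed past it under every alternative at the preset correlation, while in the fit as labelled none of them passed with an estimated correlation (adjusted p = 0.363 for the chaperones). Over both times, 8 of the 18 list values passed with an estimated correlation when the labels were exchanged, 9 when the block was left out as well, 10 without experiment 1 of 5 days, and none under the other 16 alternatives. The chaperone median ran from 0.57 to 0.70 at 24 h and from 0.63 to 0.69 at 48 h. Of the list medians under all alternatives, 271 at 24 h, 279 at 48 h and 186 at 5 days kept direction and side of the threshold. For the named genes these were 509, 791 and 245, while 78, 278 and 60 passed in the same direction under an alternative only, and 2, 1 and 47 turned. The fit of all arrays called no probe set, so a named gene that kept its side is one that again did not pass. Limma without the block called 0 higher and 0 lower at each time (218 and 79, 646 and 375, and 585 and 714 at an unadjusted p under 0.05), and leaving the block out of the fit as labelled changed no call of the other results. With exchanged labels it lowered the named genes that passed in the same direction from 6 to 4 at 24 h, 26 to 8 at 48 h and 16 to 13 at 5 days. Dim signals limit the 2-fold counts, since without the filter the median SD between experiments was 0.262 at 24 h, 0.309 at 48 h and 0.503 at 5 days. The strict filter gave no value for the list of IRE1α substrates, which kept too few genes, and lists of 1 or 2 tested genes were not run under the alternatives. Fits of 1 time point give no difference between time points, and the leave-out fits assume that the remaining pairs vary like those of the other times. Where a value below turned or changed its call, the cause was not tested, apart from the smaller number of experiments or probe sets that the alternative itself sets.

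Counts of calls by limma, given as higher and lower, moved from 0 in the fit of all arrays as follows. Fitting each time separately gave 30 and 2 at 24 h and 361 and 185 at 48 h. The 5-day arrays alone gave 0 and 0 as labelled and 0 and 0 with exchanged labels. In the fit of all arrays exchanged labels gave 20 and 0 at 24 h, 152 and 42 at 48 h and 284 and 141 at 5 days, and without the block 7 and 0 at 24 h, 34 and 6 at 48 h and 103 and 33 at 5 days. With experiment 2 of 5 days left out as well they were 163 and 30 at 24 h, 786 and 602 at 48 h and 296 and 164 at 5 days. The fit without the 5-day arrays gave 169 and 45 at 24 h and 876 and 734 at 48 h. Array weights gave 808 and 576 at 48 h, and no filter 1 and 0. The methods' t-test gave 486 and 293 at 24 h, 1264 and 1082 at 48 h and 179 and 106 at 5 days unadjusted, and 121 and 41 at 48 h after adjustment. When single experiments were left out, the higher counts ran from 0 to 18 at 24 h, 0 to 166 at 48 h and 0 to 330 at 5 days, and the lower counts from 0 to 2, 0 to 74 and 0 to 229, with each maximum reached without experiment 1 of 5 days. No filter gave 1 probe set for each difference between times, and 0 passed otherwise. By the rule of 2-fold in 2 experiments, no filter gave 975 and 874 at 24 h, 1322 and 1255 at 48 h and 1278 and 1141 at 5 days, and the strict filter 25 and 3 at 24 h, 45 and 13 at 48 h and 16 and 32 at 5 days. A ratio of 2 in all 3 experiments was met by 15 and 0 at 24 h and 43 and 13 at 48 h. At 5 days it was met by 0 and 0 as labelled and by 17 and 4 with exchanged labels. The mean log2 ratio gave 32 and 4 at 24 h, 76 and 33 at 48 h and 10 and 296 at 5 days. The largest of these 5-day decreases came mainly from experiment 2. Eif4g1, for example, had -0.32, -6.80 and -0.0005 in experiments 1, 2 and 3, while Stc1 was also lower in experiment 3, at -2.33. The doxycycline library of experiment 2 has the GAPDH 3'/5' ratio of 2.91, so the 296 do not show a broad decrease. The values as deposited gave 26 and 100 at 5 days, and exchanged labels 84 and 68. With 1 experiment left out, from 18 to 39 were higher at 24 h, 50 to 62 at 48 h and 1 to 38 at 5 days, and 3 to 4, 16 to 20 and 1 to 54 lower. The 5-day spread between experiments was 2.26 times that of 48 h, and 1.04 times with exchanged labels and without experiment 2, an SD over 2 experiments against 1 over 3, or 1.30 times that of 48 h over the same 2 experiments. Of the 66 fold changes of Table 1, 42 lay within 1.5 times the paper's, 60 with exchanged labels, 45 over the experiments the paper lists and 65 with both choices.

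List medians that turned or crossed camera's threshold did so mostly at 5 days, from as-labelled medians of 0.12 for chaperones, 0.00134 for ER-associated degradation, -0.27 for PERK, ATF4 and CHOP targets, -0.12 for tRNA synthetases, 0.12 for transport, 0.13 for N-glycosylation, 0.25 for cell cycle, 0.20 for NRF2 targets and 0.0357 for amino acid genes. With exchanged labels, in each of the fits with the block, without it and of the 5-day arrays alone, they were 1.04 for chaperones, 0.42 for ER-associated degradation, 0.11 for PERK, ATF4 and CHOP targets, 0.0961 for tRNA synthetases, 0.42 for transport, 0.37 for N-glycosylation, 0.0715 for cell cycle and 0.0868 for NRF2 targets. With experiment 2 left out as well, they were 0.66 for chaperones, 0.35 for ER-associated degradation, 0.60 for PERK, ATF4 and CHOP targets, 0.50 for tRNA synthetases, 0.43 for transport, 0.39 for N-glycosylation, 0.78 for amino acid genes, -0.12 for cell cycle and -0.0319 for NRF2 targets, -0.0338 for sterol synthesis and -0.10 for cytosolic heat shock proteins. Array weights gave 0.20 for chaperones, 0.22 for PERK, ATF4 and CHOP targets, 0.56 for amino acid genes, 0.14 for tRNA synthetases, 0.16 for transport and 0.21 for N-glycosylation. The values as deposited gave -0.0542 for tRNA synthetases, 0.17 for transport and 0.0261 for IRE1α substrates. A mean over all probe sets of a gene gave -0.0492 for ER-associated degradation, -0.0181 for amino acid genes and 0.19 for NRF2 targets, and the strict filter -9.98e-04 for amino acid genes and 0.00603 for apoptosis regulators. At 24 h, apoptosis regulators had -0.00990 on the values as deposited, -0.0598 with no filter and -0.0190 with the strict filter, sterol synthesis -7.19e-04 with either filter, and NRF2 targets -0.11 and -0.0714. With the strict filter, apoptosis regulators had 0.0329 at 48 h, and interferon-stimulated genes 0.0315 at 24 h and 0.0311 at 48 h. Leaving out 1 experiment at 5 days gave medians of -0.22 to 0.86 for chaperones and -0.12 to 0.25 for ER-associated degradation. It gave -1.06 to 0.0289 for PERK, ATF4 and CHOP targets, -0.56 to 0.43 for amino acid genes and -0.47 to 0.0656 for tRNA synthetases. Transport had -0.10 to 0.42, N-glycosylation -0.10 to 0.37 and IRE1α substrates -0.12 to 0.0342. Cytosolic heat shock proteins had -0.0277 to 0.0551 and NRF2 targets 0.19 to 0.29. At 24 h apoptosis regulators had -0.00782 to 0.0464, and NRF2 targets had -0.15 without experiment 3. Interferon-stimulated genes at 24 h had 0.0082, 0.0567 and 0.0562 without experiments 1, 2 and 3. Each of these lies above 0, against -9.18e-04 over all 3. At 48 h the ranges were -0.0309 to 0.10 for apoptosis regulators, -0.0942 to 0.00187 for interferon-stimulated genes and -0.0820 to 0.0112 for NRF2 targets. The chaperone median of 5 days turned without experiment 2 and without experiment 3, and the PERK, ATF4 and CHOP and tRNA synthetase medians turned without experiment 1 and without experiment 2.

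Among named genes at 5 days, Trib3 was at -0.42 as labelled, 1.32 with array weights, 0.53 with exchanged labels, 2.19 without experiment 2 as well, and from -2.10 to 0.75 when 1 experiment was left out. Ddit3 was at -0.29, and under the same alternatives at 0.42, 0.58, 1.28 and from -1.06 to 0.22. Dnajc10 had 0.0990 and 0.0913 with exchanged labels, with and without experiment 2, and Ero1a 0.0145, and Edem1 had -0.11 with array weights. Leaving out 1 experiment gave -0.15 to 0.0295 for Dnajc10, -0.37 to 0.46 for Edem1 and -0.23 to 0.0434 for Ero1a at 5 days. It gave -0.63 to 2.42 for Sdf2l1, -0.57 to 2.27 for Creld2, -0.51 to 1.38 for Manf, -0.43 to 0.86 for Pdia6, -0.30 to 0.56 for Erp44, -0.46 to 1.64 for Dnajc3, -0.46 to 1.50 for Fkbp11, -0.37 to 0.90 for Hspa5, -0.22 to 1.28 for Dnajb11, -0.17 to 1.23 for Dnajb9, -0.13 to 0.36 for Dnajc1, -0.19 to 0.65 for Edem2, -0.52 to 0.90 for Ero1b, -0.0681 to 0.68 for Sec63 and -2.78 to 0.66 for Gcg at the same time. At 24 h the values were -0.15 to 0.0499 for Ero1a and -0.0322 to 0.15 for Dnajc10, and at 48 h -0.15 to 0.0412 for Dnajc10.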

Differences from the paper's values

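The alternatives with exchanged 5-day labels and those that average only the experiments or the probe sets the paper lists were chosen only after the result was seen, and the other alternatives were set before the data were examined. At 24 h, 11 probe sets were at least 2-fold lower in 2 or more experiments, and the paper's number is 5. The paper's number is of genes, while its Additional file 1 lists 7 probe sets as lower at 24 h, of which 5 are among the 11. Those 11 hold 9 with a single gene, from 8 different genes, counted with the names of Additional file 2 for probe sets without a gene in the annotation. Fold changes are listed below where they lie more than 1.5 times from the paper's value and the gap exceeds the SD between experiments. The paper's further statistical criterion is not specified in its text and was not applied. The value falls within 1.5 times the paper's with a 2-fold change in the mean log2 ratio (4), without experiment 1 (4) and without experiment 2 (4). It does not with no filter (874), the strict filter (3), the values as deposited (10), the higher and lower floor (11 and 11), a 2-fold change in all 3 experiments (0) or without experiment 3 (3).

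For Trib3 at 24 h the mean of the 3 ratios of 1 probe set was 6.21, and the paper's value in Table 1 is 11.5, printed as a mean over several probe sets and as a gene induced in at least 2 experiments. Over the 2 probe sets that Additional file 2 lists, the mean of the 3 ratios was 6.05. Neither this nor the mean of the log2 ratios, as a ratio 4.57, nor the values as deposited, 6.24, came within 1.5 times the paper's value. An average over the experiments for which the paper lists a ratio, chosen after seeing the values, gave 8.62, within 1.5 times. With it 19 of the 19 fold changes of Table 1 at 24 h lay that close, so it drops none there, and 45 of the 66 over all times.

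At 5 days the mean of the 3 ratios as labelled was 4.13 for Sdf2l1 where the paper's value is 10.9, 1.98 for Fkbp11 where the paper's value is 4.3, 1.68 for Dnajb9 where the paper's value is 3.1, 1.60 for Pdia3 where the paper's value is 3.2. It was 1.70 for Pdia4 where the paper's value is 3.1, 1.38 for Hspa5 where the paper's value is 2.6, 1.34 for Pdia6 where the paper's value is 3.0, 1.17 for Erp44 where the paper's value is 2.0. Further values were 1.26 for Herpud1 where the paper's value is 3.5, 1.15 for Sel1l where the paper's value is 2.6, 1.12 for Ddit3 where the paper's value is 2.7, 2.08 for Kdelr3 where the paper's value is 3.8. The remaining ones were 1.93 for Manf where the paper's value is 3.9, 0.876 for Myo1g where the paper's value is 2.5, 1.59 for Ell3 where the paper's value is 3.6, 1.40 for Magt1 where the paper's value is 2.4. The Myo1g and Ell3 values are those of the probe sets the paper names so, which the annotation used here gives to other genes. It gives the Ell3 probe set to Pdia3, so the Ell3 value may not be that of a separate gene. Of these 16 fold changes, that of Pdia4 was 1.81 on the values as deposited, where the gap no longer exceeded the SD between experiments, and the others still differed there. With the mean of the 3 log2 ratios all 16 still differed. Sel1l, also a mean over several probe sets in Table 1, had 1.11 over the 3 that Additional file 2 lists.

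With the labels of experiment 1 exchanged, chosen after seeing the values, 19 of the 24 fold changes that Table 1 gives for 5 days lay within 1.5 times the paper's, against 1 of 24 as labelled, and by the rule of 2-fold in 2 experiments this setting drops 26 of the 72 probe sets the paper lists as higher and 20 of the 58 it lists as lower (53 and 23 as labelled). Sdf2l1 then had 6.59, still more than 1.5 times below the paper's value, and Hspa5 had 2.16. Averaging the experiments the paper lists, with that exchange and also chosen after seeing the values, brought 23 of 24 that close and drops 1. These settings are not given as the paper's method.

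Some statements of the paper run differently here. The paper names Sdf2l1 as the most strongly induced gene of all 3 experiments at 24 h. Here Dxo had a higher mean log2 ratio, 2.42 against 1.99 for Sdf2l1, while both were 2-fold in every experiment. In experiment 3 Sdf2l1 was the higher, at 1.90 against 1.71, and without experiment 2 the means were 2.09 and 2.08. Dxo did not pass limma's test in the 24 h arrays alone or in the fit of all arrays, while over the fits run its adjusted p went down to 0.0121. The difference between the genes was not tested. The paper counts Chop as induced in a part of the 24 h experiments, and here Ddit3 had log2 ratios of 1.00, 1.35 and 1.81, 2-fold in all 3. The ratio of experiment 1, 1.004 before rounding, lies at the 2-fold cut, so this difference from the paper rests on the cut. It states that Chop expression was significantly higher at 48 h than at 24 h, and the difference of 0.37 did not pass limma's test (adjusted p = 1.00), although the 48 h effect itself of 1.76 (standard error 0.07, adjusted p = 0.00669) did. It describes most genes induced at 24 h as ER chaperones and genes of ER-associated degradation, and among the 23 different genes of the 30 probe sets that rose in the 24 h arrays 9 are on the chaperone list, 1 of them, Pdia3, by another probe set than the list's, and 2 on that of ER-associated degradation. By the rule of 2-fold in 2 experiments, these lists hold 6 and 2 of 31 genes. By the same naming, probe sets without a single gene, 7 and 8 of them, are not in these counts, and genes outside the fixed lists were not classed.

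For 5 days the paper states that chaperones remained elevated, and as labelled 24 of 29 had positive log2 fold changes, with a median of 0.12 and none past limma's test, while with exchanged labels, chosen after seeing the values, 21 rose in the fit of all arrays and none when 5 days was fitted alone. The paper states that Trib3 was still elevated at 5 days, and on the paper's measure, the mean ratio, here of 1 probe set, it was 2.73 as labelled and 3.50 with exchanged labels, both above 1, while its log2 fold change was -0.42 and 0.53. The paper did not find Ero1β on its arrays, and here Ero1b rose by 0.80 at 24 h and 0.56 at 48 h, below 2-fold. It did not detect the early change of Grp78, within 24 to 48 h, on the arrays, and Hspa5 rose at 48 h by 0.67, also below 2-fold, while the paper's discussion counts Grp78 among the genes induced at 24 h. EDEM was likewise not detected by the paper's arrays, and Edem2 rose by 0.51 at 48 h while Edem1 did not pass.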

Other observations

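The list tests below were planned, and the values with exchanged labels were chosen only after the result was seen. Of 15 genes of amino acid synthesis and transport, 12 rose at 48 h, none fell and 3 did not pass limma's test (15 rose when adjusted over the list alone). At 24 h none passed (6 over the list alone, 12 higher at an unadjusted p under 0.05 by limma and 2 by the methods' t-test), and Slc7a11, which is also on the list of NRF2 targets, had 2.14 (standard error 0.38, adjusted p = 0.123). Mthfd2, a mitochondrial enzyme of folate metabolism, rose at 48 h with a log2 fold change of 1.35 (standard error 0.08, adjusted p = 0.0102). The list's median at 24 h was 0.04, 1.04 and 1.25 in the single experiments and ran from 0.46 to 1.16 when 1 was left out. It was 0.74 over all 3 (camera p = 3.21e-10, adjusted p = 1.93e-09, and adjusted p = 0.363 with an estimated correlation) and 1.18 at 48 h (camera p = 1.51e-12, adjusted p = 2.04e-11, and adjusted p = 0.363 with an estimated correlation). Among 19 cytosolic aminoacyl-tRNA synthetases, which charge tRNAs with amino acids, 12 rose at 48 h and none fell (15 rose and 1 fell when adjusted over the list alone), Mars1 with 1.01 (standard error 0.07, adjusted p = 0.0126) and Tars1 with 0.98 (standard error 0.10, adjusted p = 0.0215). At 24 h no synthetase passed (2 over the list alone, 11 higher unadjusted by limma and 1 by the methods' t-test). Camera gave p = 1.12e-07 and adjusted p = 4.32e-07 at 24 h for a median of 0.42, and 6.87e-09 and 3.37e-08 at 48 h for 0.59, with adjusted p = 0.363 and 0.363 with an estimated correlation. The 24 h median of the synthetases was 0.05, 0.42 and 0.65 in the single experiments and ran from 0.23 to 0.60 when 1 was left out. For 5 days the amino acid genes had a median of 0.04 as labelled (adjusted p = 0.658, and 0.920 with an estimated correlation) and 0.35 with the experiment 1 labels exchanged (adjusted p = 0.134), and the synthetases -0.12 as labelled (adjusted p = 0.0121, and 0.657 with an estimated correlation) and 0.10 with exchanged labels (adjusted p = 0.863). With exchanged labels and without experiment 2 the amino acid genes had 0.78 (adjusted p = 1.42e-08) and the synthetases 0.50 (adjusted p = 8.54e-07), by camera at the preset correlation. As labelled without that experiment they had 0.32 (adjusted p = 0.00348) and 0.07 (adjusted p = 0.605), again at the preset correlation. The untreated arrays of experiment 1 at 24 h and of experiment 2 at 5 days had raised levels of the amino acid genes.

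Of 25 cell cycle genes, 3 fell at 48 h and none rose (17 fell when adjusted over the list alone), namely Cdc20, an activator of the anaphase-promoting complex, with -0.56 (standard error 0.07, adjusted p = 0.0347), Bub1b, a kinase of the spindle checkpoint, with -0.55 (standard error 0.09, adjusted p = 0.0446), and Plk1, a mitotic kinase, with -0.48 (standard error 0.07, adjusted p = 0.0444). At 24 h none passed (0 over the list alone, 5 lower at an unadjusted p under 0.05 by limma and 2 by the methods' t-test). All 25 had negative mean log2 ratios at 24 h and 48 h, with medians of -0.14 (camera p = 1.45e-06, adjusted p = 4.62e-06, and adjusted p = 0.363 with an estimated correlation) and -0.32 (camera p = 1.63e-11, adjusted p = 1.76e-10, and adjusted p = 0.363 with an estimated correlation). The 24 h median was -6.57e-04, -0.22 and -0.20 in the single experiments, with 12 of 25 positive in experiment 1. When 1 experiment was left out the medians ran from -0.19 to -0.11 and -0.34 to -0.26. For 5 days the median was 0.25 as labelled (adjusted p = 1.80e-05, and 0.363 with an estimated correlation), and 0.07 with exchanged labels (adjusted p = 0.668). As labelled it was 0.23, 0.47 and -3.43e-04 in the single experiments, and ran from 0.16 to 0.42 when 1 was left out. With exchanged labels and without experiment 2 it turned to -0.12 (camera at the preset correlation, adjusted p = 0.0159). The doxycycline library of experiment 2 is the one with the GAPDH 3'/5' ratio of 2.91. N-glycosylation had a median of 0.31 at 24 h (camera p = 1.25e-10, adjusted p = 8.42e-10, and adjusted p = 0.363 with an estimated correlation).

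Other lists are given as medians at 24 h, 48 h and 5 days as labelled, with camera's adjusted p. The 17 genes of sterol and fatty acid synthesis had 0.0242, -0.0682 and 0.21 (adjusted p = 0.574, 0.941 and 0.276). Interferon-stimulated genes, 12 of them, had -9.18e-04, -0.0208 and 0.18 (adjusted p = 0.818, 0.574 and 0.419), and among these Ubd, a ubiquitin-like modifier, rose at 48 h with 0.64 (standard error 0.08, adjusted p = 0.0345). The 10 cytosolic heat shock proteins had -0.10, -0.0381 and 0.0195 (adjusted p = 0.174, 0.419 and 0.643). Targets of NRF2, 9 genes, had -0.0714, -0.0540 and 0.20 (adjusted p = 0.0909, 0.658 and 0.0121), with Nqo1, a quinone reductase, at -0.62 (standard error 0.13, adjusted p = 0.0750) at 48 h, and the 5-day list value, with an adjusted p of 0.363 with an estimated correlation, was 0.09 with exchanged labels (adjusted p = 0.411). Markers of other cell types were mostly below the filter on mean signal. Fibroblast and matrix markers, 2 tested of 13 on the array, had -0.25, -0.51 and -0.38 (adjusted p = 0.419, 0.352 and 0.419), and Fn1 (fibronectin) fell at 48 h with -0.98 (standard error 0.08, adjusted p = 0.0143). The acinar marker tested was Bhlha15, with 1.49, 1.48 and 0.45 (adjusted p = 0.0685, 0.224 and 0.799). The marker of other islet cells was Gcg, with -1.31, -2.71 and -0.49 (adjusted p = 0.419, 0.185 and 0.666). With exchanged labels Bhlha15 had 1.86 and Gcg -3.22 at 5 days, each at least 2-fold in all 3 experiments. The fibroblast markers tested were then lower in all 3 experiments. The list of IRE1α substrates shares Sparc and Pdgfrb with the fibroblast markers.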
